# *In Vivo* Clonal Analysis Reveals Random Monoallelic Expression in Lymphocytes That Traces Back to Hematopoietic Stem Cells

**DOI:** 10.3389/fcell.2022.827774

**Published:** 2022-08-08

**Authors:** Nadiya Kubasova, Clara F. Alves-Pereira, Saumya Gupta, Svetlana Vinogradova, Alexander Gimelbrant, Vasco M. Barreto

**Keywords:** allele-specific expression, random monoallelic expression (RME), allelic imbalance (AI), epigenetics, clonal analysis, hematopoietic stem cell (HSC), X-chromosome inactivation (XCI), RNA-seq

## Abstract

Evaluating the epigenetic landscape in the stem cell compartment at the single-cell level is essential to assess the cells’ heterogeneity and predict their fate. Here, using a genome-wide transcriptomics approach *in vivo*, we evaluated the allelic expression imbalance in the progeny of single hematopoietic cells (HSCs) as a read-out of epigenetic marking. After 4 months of extensive proliferation and differentiation, we found that X-chromosome inactivation (XCI) is tightly maintained in all single-HSC derived hematopoietic cells. In contrast, the vast majority of the autosomal genes did not show clonal patterns of random monoallelic expression (RME). However, a persistent allele-specific autosomal transcription in HSCs and their progeny was found in a rare number of cases, none of which has been previously reported. These data show that: 1) XCI and RME in the autosomal chromosomes are driven by different mechanisms; 2) the previously reported high frequency of genes under RME in clones expanded *in vitro* (up to 15%) is not found in clones undergoing multiple differentiation steps *in vivo*; 3) prior to differentiation, HSCs have stable patterns of autosomal RME. We propose that most RME patterns in autosomal chromosomes are erased and established *de novo* during cell lineage differentiation.

## Introduction

One of the most remarkable features of multicellular organisms is the diversity of cellular phenotypes within each body. Isogenic cells display distinct phenotypes due to different epigenetic features or chromatin states that contribute to specific gene expression programs. Technical progress in next-generation sequencing (NGS) methods has produced a wealth of data on transcriptomics and genome-wide chromatin states of different lineages and stages within each lineage. However, distinguishing stable and reversible modes of gene regulation remains a challenge (van der Veeken et al., 2019). Likewise, the epigenetic and functional inter-clonal diversity within cell lineages has been difficult to capture. One proxy for approaching these questions is to explore the allelic differences in gene expression.

Diploid eukaryotic organisms inherit one allele from each parent and, in most cases, the two alleles of each gene are expressed at the same time and roughly similar levels in each cell. Exceptions to this biallelic expression pattern arise from asymmetries between the two alleles, leading to unequal expression that can be quantified as an “allelic imbalance” (AI) ranging from 0 to 1, with 0.5 corresponding to the balanced biallelic expression. Imbalance in allelic expression may have a genetic basis due to inherited differences in each allele’s *cis*-regulatory regions or acquired somatic DNA modifications or, alternatively, be caused by allele-specific epigenetic differences accumulated by the somatic cell. Parent-of-origin genomic imprinting (Reik and Walter, 2001) and X-chromosome inactivation (XCI) (Disteche and Berletch, 2015), the most well-studied examples of allelic expression imbalance due to epigenetic differences, cannot shed light on inter-clonal lineage diversity; in the former process, all somatic cells from the organism are virtually identical concerning the genomic imprint; in the latter, only two different cell populations emerge in females (differing in which X-chromosome was inactivated). Potentially more useful are the random epigenetic-based allelic expression imbalances that have been identified in autosomal genes at frequencies ranging from 2% to up to 15% of all expressed genes (Gimelbrant et al., 2007; Jeffries et al., 2012; Zwemer et al., 2012; Eckersley-Maslin et al., 2014; Gendrel et al., 2014). Some cells may express mostly or exclusively (monoallelically) one allele of these autosomal genes, whereas others express mostly or exclusively the other allele, a phenomenon known as random monoallelic expression (RME). These imbalances in heterozygous organisms establish clones within each cell lineage with structural and functional differences, and the population of clones, although emerging from isogenic cells, is said to be phenotypically diverse. The most spectacular and extensively studied examples of phenotypic diversity within initially isogenic cell populations due to RME are the antigen and olfactory receptor genes (Vettermann and Schlissel, 2010; Monahan and Lomvardas, 2015). However, it remains to be addressed if the concept applies broadly at the functional level to more genes (Gimelbrant et al., 2007), what is the real potential for clonal diversity based on the combinations of genes with distinct allelic expression levels, when these patterns are first established, how stable they are, and what parallels can be drawn between XCI and the RME of autosomal genes.

The studies reporting measurable frequencies of autosomal genes with random allelic expression imbalances were mainly performed in collections of clones expanded *in vitro*. In most cases, these clones were grown without undergoing differentiation or under limited differentiation. Building upon previous work (Alves-Pereira et al., 2014), here we report an allele-specific genome-wide transcriptome analysis of B and T cell populations emerging *in vivo* from a single hematopoietic stem cell (HSC). It is known that cells undergoing differentiation from embryonic stem cells acquire patterns of RME (Gendrel et al., 2014; Marion-Poll et al., 2021). HSCs are specialized cells and the heterogeneous repopulation phenotypes observed in single-HSC reconstitution studies possibly reflect epigenetic differences within the HSC pool (Sieburg et al., 2006; Dykstra et al., 2007; Benveniste et al., 2010; Morita et al., 2010; Yu et al., 2016). Thus, it is assumed that HSCs have genes under RME. Our aim was to evaluate whether regions in the autosomal chromosomes can keep stable expression patterns after extensive differentiation from a specialized cell type. This is the first report of a genome-wide transcriptomic analysis with allele-specific resolution of clones that differentiated and proliferated extensively *in vivo*.

## Results

### A Single HSC Gives Rise to Myeloid and Lymphoid Cells in the Blood

This work’s main goal is to study stable transcriptional states using transcriptomics with allelic resolution in a clonal system recreated *in vivo*. For this purpose, we introduced single HSCs from a donor female mouse into sub-lethally irradiated recipient females. These mice carried the Ly5.1 or Ly5.2 pan-leukocyte markers to distinguish recipient and donor cells, respectively (Supplementary Figure S1). The donor female F1 mice obtained by crossing C57BL/6J (B6) females with CAST/EiJ (CAST) males are characterized by high heterozygosity across the genome (Frazer et al., 2007), i.e., about 1 SNP per 80 bp of non-repetitive genome sequence, on average, therefore enabling allele-specific analysis. The transplanted cell was left to expand and differentiate *in vivo*, producing clonal multilineage cell populations derived from a single HSC. In parallel, 50 or 200 HSCs were also transplanted per animal to generate oligoclonal or polyclonal control populations (Figure 1A).

**FIGURE 1:**
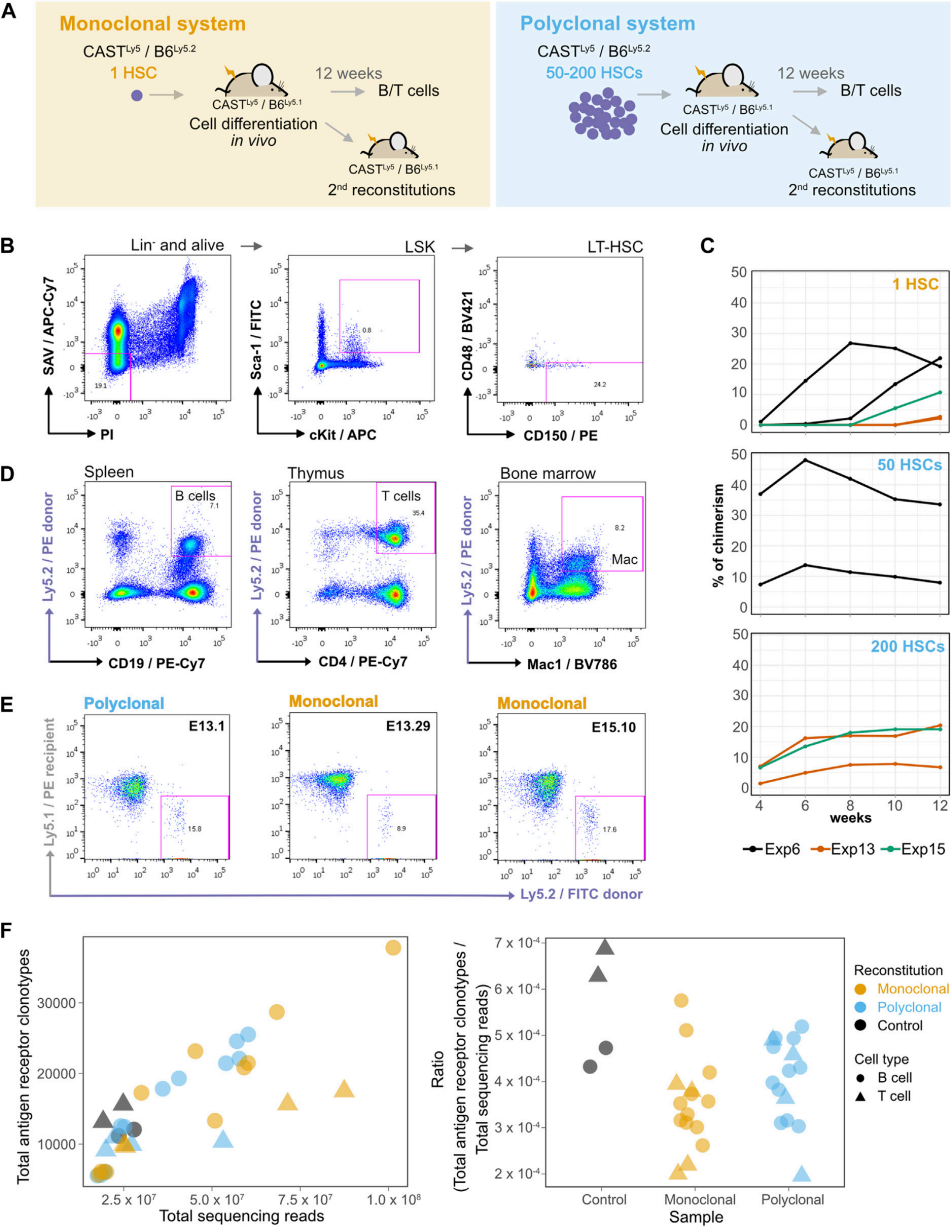
A single hematopoietic stem cell (HSC) gives rise to myeloid and lymphoid cells in the blood with long-term reconstitution. **(A)** Establishment of monoclonal and polyclonal hematopoietic systems *in vivo*. A single HSC or 50–200 HSCs were injected into sub-lethally irradiated recipient mice to generate a monoclonal or a polyclonal hematopoietic system, respectively. Different donor mice were used in each experiment. Both donor and recipient animals were the F1 progeny of CAST × B6 crosses, but the recipient and donor cells could be distinguished by the presence of a polymorphism in the pan-leukocyte antigen Ly5 [donor animals: F1(CAST^Ly5/Ly5^ × B6^Ly5.2/Ly5.2^), recipient animals: F1(CAST^Ly5/Ly5^ × B6^Ly5.2/Ly5.1^)]. Secondary reconstitutions and isolation of B/T cell populations were performed after 12 weeks of cell differentiation *in vivo*. **(B)** Long-term HSC (LT-HSC) isolation. The bone marrow cells of an F1 CAST^Ly5/Ly5^ × B6^Ly5.2/Ly5.2^ mouse were stained with a cocktail of biotin-conjugated antibodies for surface markers of lineage-committed cells (anti-B220, anti-CD19, anti-Mac1, anti-Ter119, anti-Gr1, and anti-CD3), and subsequently, lineage-marked cells were depleted using MACS Streptavidin MicroBeads. After depletion, cells were stained with fluorophore-conjugated antibodies: APC-conjugated anti-c-Kit, FITC-conjugated anti-Sca-1, BV421-conjugated anti-CD48, PE-conjugated anti-CD150, Streptavidin/APC-Cy7 (SAV/APC-Cy7), and PI, and sorted on a FACSAriaIII. The cells were gated for PI^−^/APC-Cy7^−^ to exclude dead cells and any remaining lineage-positive cells, then for c-Kit^+^/Sca-1^+^ to obtain Lin^−^Sca^+^c-Kit^+^ (LSK) cells, and finally gated for CD48^−^/CD150^+^ to obtain LT-HSCs. **(C)** Evolution of donor-derived cell population percentages over time in the peripheral blood of the recipient animals. After blood collection, red cells were lysed, and the cells were then stained with anti-Ly5.2 and analyzed on a FACSCanto or FACScan instrument. **(D)** A single donor HSC differentiates into lymphoid and myeloid hematopoietic populations *in vivo*. Cells from different hematopoietic organs of recipient animals were isolated, stained, gated on PI^−^, FITC anti-Ly5.1^+^, and PE anti-Ly5.2^−^, and identified as splenic B cells (PE-Cy7 anti-CD19^+^), CD4 thymocytes (PE-Cy7 anti-CD4^+^), or bone marrow macrophages (BV786 anti-Mac1^+^). **(E)** A single donor HSC repopulates secondary recipients. Representative plots of secondary reconstitutions 4 weeks post-reconstitution with bone marrow cells isolated from polyclonal and monoclonal primary reconstituted animals. Blood samples of secondary reconstituted mice were lysed for red cells, stained with FITC-conjugated anti-Ly5.2 for donor cells and PE-conjugated anti-Ly5.1 for recipient cells, and analyzed using FACSCanto. **(F)** VDJ clonotypes in different populations of donor-HSC-derived B and T cells expanded *in vivo,* and in the control animal. On the left panel, the numbers of sequenced reads (*x-axis*) were plotted against the number of unique VDJ rearrangements (“clonotypes”) identified with the MiXCR software tool on each sample (*y-axis*). The right panel shows the number of antigen clonotypes normalized by the total number of reads.

The HSC population is heterogeneous, and several protocols based on flow cytometry were developed to distinguish between long-term HSCs (LT-HSCs) and short-term HSCs (ST-HSCs) (Mayle et al., 2013). We eventually used the CD150^+^ and CD48^−^ signaling lymphocyte activation molecule family markers on lineage negative and Sca-1^+^/c-Kit^+^ (LSK) cells isolated from the bone marrow of donor mice (Kiel et al., 2005) to single-sort the LT-HSC population (Figure 1B). HSCs were introduced by intravenous retro-orbital injection into recipient mice. The presence of donor cells was evaluated over 12 weeks by identifying the Ly5.2^+^ cells in the blood of recipient mice (Figure 1C). From 16 experiments, 12 weeks after injection, we were able to reconstitute with a single HSC 7.7% (35/453) of recipient mice with a percentage of blood chimerism in the 1%–44% range, whereas for mice injected with 50 or 200 HSCs, on average 76.9% (30/39) were reconstituted and the blood chimerism was in the 2%–88% range (Supplementary Figure S2; Supplementary Table S1). This single-cell reconstitution efficiency is in the range of what has been described (Smith et al., 1991; Osawa et al., 1996; Wagers et al., 2002; Boyer et al., 2019).

Twelve weeks after injection, the animals with chimerism were sacrificed to isolate HSC-derived splenic donor B cells (CD19^+^IgM^+^), donor thymocytes (CD4^+^CD8^+^), and myeloid cell populations (Mac-1^+^) from monoclonal and polyclonal animals (Supplementary Figure S3; Figure 1D). We used bone marrow cells to produce secondary reconstitutions (Figure 1E), showing that these CD150^+^/CD48^−^ HSCs originate long-term and multilineage reconstitutions. RNA isolation and whole-transcriptome sequencing were performed for the HSC-derived B and T cell samples from the reconstituted animals. B and T cells from an unmanipulated donor female were used as additional non-clonal controls.

To gain quantitative insight into reconstitution dynamics in the lymphoid lineage from the single-HSC and control reconstituted animals, we used MiXCR-3.0.12 (Bolotin et al., 2017; Bolotin et al., 2015) to detect the antigen receptor V(D)J rearrangement clonotypes of sorted B and T cell samples. We observed roughly the same number of rearrangements in the single-HSC reconstitution samples, the samples produced from 50 to 200 HSCs, and the control samples, suggesting that there is a substantial cellular expansion in the single-HSC derived hematopoietic system before V(D)J rearrangement, which first occurs in pro-B and pro-T cells (Figure 1F). Thus, a single HSC gives rise to long-term reconstitutions, produces myeloid and lymphoid lineages in the recipient animal, can reconstitute a secondary recipient animal, and generates a repertoire of V(D)J clonotypes similar to those of the polyclonal and non-clonal controls. Taken together, the data mean that the cells used in the reconstitutions meet the definition of HSC (Kiel et al., 2005; Dykstra et al., 2007; Wilkinson et al., 2020) and that the clonal complexity in lymphoid populations derived from a single HSC is representative of the clonal complexity found in non-manipulated hematopoietic systems.

### Single-HSC Reconstitutions Produce Clonal Hematopoietic Systems

For each experiment, HSCs isolated from one donor mouse [F1(CAST^Ly5/Ly5^ × B6^Ly5.2/Ly5.2^)] were injected into multiple sub-lethally irradiated recipient animals [F1(CAST^Ly5/Ly5^ × B6^Ly5.2/Ly5.1^)] and allowed to expand *in vivo*. A different donor was used in each experiment. Donor-HSC-derived B cells from polyclonal and monoclonal expansions of three different experiments (E6, E13, and E15) were FACS-sorted and cDNA was sequenced (RNA-seq); for experiment 13, donor-HSC-derived T cells were additionally sorted and sequenced. B and T cells from one unmanipulated animal of the same genotype as donors were used as non-clonal control populations (Figure 2A). We took advantage of XCI to internally confirm the monoclonality vs*.* oligo or polyclonality of the reconstitutions. A single HSC produces not only multilineage long-term reconstitutions but also hematopoietic cell populations that are clonal. In a hematopoietic system derived from a single female HSC, all cells must have inactivated the same X chromosome, producing a complete skewing of the maternal and paternal X-linked AI [maternal allele/(maternal + paternal alleles)], which will be equal to 1 or 0. Given that the *Xist* non-coding RNA is only expressed from the inactivated X chromosome, we first performed Sanger sequencing on *Xist* cDNA, focusing on two strain-specific SNPs. As expected, the chromatograms show two overlapping peaks for the control animals, whereas only one peak was observed in the chromatogram of single-HSC reconstituted animals (Supplementary Figure S4). We then deepened this analysis by calculating the AI for the X-linked genes from the NGS transcriptomics data. The AI value for the B cells of the unmanipulated control is in agreement with that reported for the same F1 mice (Chadwick and Willard, 2005); the value is below 0.5 due to polymorphisms in the *Xist locus*. T cells from the same animal show a much higher AI value (a bias that is also observed for the E13.2 reconstituted animal), probably because the cells expressing the B6 X chromosome have a slight advantage in the T cell lineage compared to the B lineage. The AI values for the polyclonal B cells fluctuate around the AI value of the unmanipulated mouse because, compared to this animal, much fewer cells are contributing to the hematopoietic system in the polyclonal reconstituted controls. We do not have a precise way of estimating how many HSCs per animal engrafted and produced a lineage, but based on the number of injected cells and the probability of HSC reconstitution for the individual HSC reconstitutions, that number is probably 5–20 HSCs per animal. As expected, in the single-HSC reconstituted mice the median AI value for X-linked genes is close to one (0.96 ± 0.03), namely in E13.24, E13.29, and E15.10, or zero (0.02 ± 0.01), as in E6.42 and E6.43 (medians of AI value for each sample as a red dot inside each violin plot of Figure 2B). Intriguingly, in samples from some single-HSC reconstituted animals, notably E13.24 and E13.29, for B cells, the median AI value is close to, but distinctly below, one. Three scenarios were considered to explain this puzzling observation: 1) more than one HSC was erroneously injected in these mice; 2) XCI is leaky in the sorted lymphocytes, given that inactivated X of mature naïve T and B cells has been reported to lack the typical heterochromatic modifications (Wang et al., 2016); 3) contaminating recipient (polyclonal) cells were present in the sorting cells. To sort out these hypotheses, we quantified the Ly5.1 and Ly5.2 SNPs in the NGS data. Half of the samples (*n* = 8) had around 1% of contaminating recipient cells; six samples had contaminating cells in the 2.5%–5% range, and the B cell samples of animals E13.24 and E13.29 (E13.24_B and E13.29_B) had contaminating cells in the 5%–10% range (Supplementary Figure S5). Since these two samples are precisely the ones with the most noticeable median AI deviation from 1, and T cell samples of the same animals do not show the same pattern, we conclude that the injections were indeed performed with single HSCs and that, at the assay’s resolution level, the data do not support the hypothesis that XCI in lymphocytes is leaky. Thus, the dataset is composed of monoclonal samples with a moderate, low or extremely low frequency of contaminating cells, and oligoclonal or polyclonal control samples.

**FIGURE 2:**
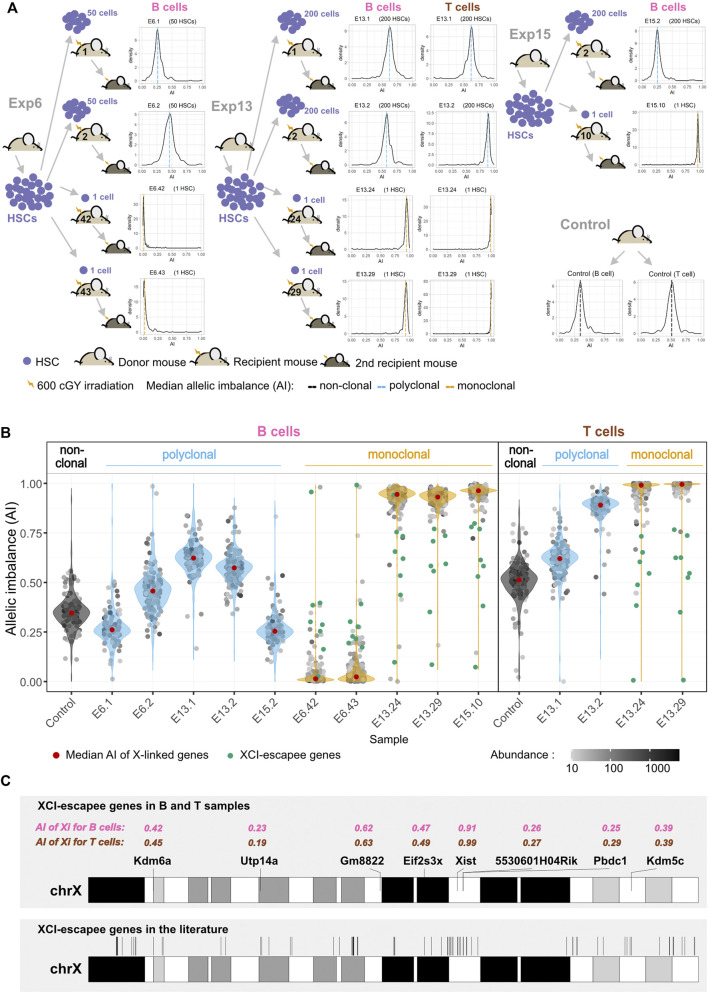
Single-HSC reconstitutions produce clonal hematopoietic systems. **(A)** Schematic representation of single and multiple HSC reconstitutions that originated the samples used for RNA-seq in this study (experiments E6, E13, and E15). In each experiment, HSCs isolated from one donor mouse F1(CAST^Ly5/Ly5^ × B6^Ly5.2/Ly5.2^) were injected into multiple sub-lethally irradiated recipient animals F1(CAST^Ly5/Ly5^ × B6^Ly5.2/Ly5.1^). Different donors were used for each experiment. All animals showed long-term reconstitutions, and both monoclonal and polyclonal cells from primary repopulated animals reconstituted a secondary recipient (see representative cytometry profiles in Figure 1). The density plots represent the allelic ratios of X chromosome-linked genes for each sample, as measured by RNA-seq. **(B)** AI of X-linked genes and X-Chromosome Inactivation (XCI) escapee genes. Violin plots superimposing dot plots of X-linked genes allelic ratios per clonal/polyclonal B/T cell sample. For grey dots, the opacity reflects the relative abundance in trimmed mean of M (TMM)-normalized counts. Genes significantly escaping XCI (green dots) are the ones for which the AI value is significantly above (or below) the median AI value of all genes plus (or minus) 0.1 when the CAST (or B6) X chromosome is expressed (more details are given in the *Materials and Methods* section). **(C)** X chromosome ideogram annotating the location of XCI escapee genes confirmed in this study for B and T cells (upper ideogram) and in the literature (lower ideogram). The AI of XCI escapee genes are denoted in pink (for B cell samples) and brown (for T cell samples).

Additionally, we searched for genes with nonrandom allelic biases in B or T samples, using stringent criteria (robust expression in all samples within a tissue and a 0.15 threshold). In the absence of reciprocal crosses, we cannot establish if these biases are caused by epigenetics (genomic imprinting) or genetics (differences in the promoter and other regulatory regions between the B6 and CAST alleles). We then compared our list of genes with nonrandom allelic biases with a list of imprinted genes from other studies (Supplementary Table S2; Supplementary Figure S6). Within the imprinted genes listed in the supplementary data of Tucci et al., 2019 and from the geneimprint database (https://www.geneimprint.com/), 55 were detected as robustly expressed [trimmed mean of M (TMM)-normalized counts > 10] in our B cell samples, and 62 genes in T cells. From these, only *Zrsr1* and *Igf2r* showed nonrandom allelic bias in B cells, and in addition to them, also *Airn* in T cells.

### Murine X-Linked Escapees Identified by Single-HSC Reconstitutions

Genes expressed from both the active and inactive X chromosomes are known as XCI escapees. In mice, XCI escapees have been studied using three systems: 1) single-cell RNA-seq (Borensztein et al., 2017; Chen et al., 2016); 2) heterozygous female mice knocked out for specific X-linked genes, such as *Xist* or *Hprt* (Berletch et al., 2015; Yang et al., 2010) or heterozygous female mice for an X-linked gene linked to a reporter (Wu et al., 2014); 3) and clonal female F1 hybrid cell lines (Calabrese et al., 2012; Li et al., 2012; Splinter et al., 2011). We sought to determine whether single-HSC reconstitution could be an additional strategy to identify hematopoietic lineage-specific X escapees. X-linked genes with expression from the Xi (inactive X chromosome) of at least 10% of total expression (Carrel and Willard, 2005) were identified taking into account the recipient cell contamination in each monoclonal sample (Figure 2B; see *Materials and Methods*). We identified a total of eight escapees, which were escapees both in B and T samples: *5530601H04Rik*, *Eif2s3x*, *Gm8822*, *Kdm5c*, *Kdm6a*, *Pbdc1*, *Utp14a,* and *Xist* (Supplementary Figure S7). These genes were plotted along the X chromosome and, as verified before (Li et al., 2012), they are not clustered (Figure 2C). Considering the literature, 117 genes have been described as XCI escapees in different mouse tissues and cell lines (Yang et al., 2010; Li et al., 2012; Wu et al., 2014; Berletch et al., 2015). Some of these genes were excluded from our analysis for lack of expression (36 genes), insufficient number of SNPs to measure AI (two genes), or for not being listed in the annotation reference used in this work (one gene). Overall, we could detect allelic expression for 78 genes known to escape XCI in these studies. Seven of the eight escapees identified in our B and T samples belong to this group; the only exception is *Gm8822*, an XCI pseudogene escapee in our dataset that was not the subject of investigation in other studies. Interestingly, 71 of the known escapee genes do not escape XCI in lymphocytes, which is consistent with the notion of tissue-specific XCI (Supplementary Table S3). Overall, we show that single-HSC transfer is an effective method to study lineage-specific XCI in blood cells.

### The Vast Majority of the Mitotically Stable Allelic Biases in Lymphocytes are not Established During the HSC Stage

To test the genome for the presence of autosomal regions in B and T cells with stable monoallelic patterns of expression reminiscent of XCI (able to persist even after an extensive program of differentiation), we generated pairwise AI comparisons of monoclonal vs. polyclonal samples, polyclonal vs*.* polyclonal samples; and monoclonal vs*.* monoclonal samples (Figure 3A; Supplementary Figure S8). In the same way as for XCI, allele-specific expression for autosomal genes can be quantified as a fraction of one allele relative to the sum of both alleles: a/(a + A). This value of AI thus ranges from AI = 0 for the exclusive expression of allele A to AI = 1 for the exclusive expression of allele a, with AI = 0.5 for an equal expression of both alleles. A comparison of identical samples should align all genes over the diagonal; deviations from the diagonal indicate differences in AI between the samples for a given gene. We calculated the Pearson’s coefficient correlation of AI for all pairwise comparisons between samples and the number of genes with a significant differential AI in each pairwise comparison after applying quality control constant (QCC) correction on the binomial test (Figure 3B). If the samples from the monoclonal mice kept epigenetic states in autosomal regions in a clone-specific manner, then the correlations involving at least one monoclonal sample would be lower than the correlations found for the comparisons between controls. This was not observed. Likewise, the number of genes displaying significant differences for each pairwise comparison varies from 16 to 104 in B cells (Figure 3B) but the comparisons between the monoclonals do not stand out as the ones with more significant genes. Finally, Principal Component Analysis or PCA (an algorithm for high-dimensional data visualization in a low-dimensional space) of the AI for autosomal genes would have revealed a cluster of control samples and, if each clonal line kept distinct epigenetic states, the monoclonal samples would display a more scattered distribution (Figure 3C). The high-dimensional data analysis suggests a slightly higher scattering of the monoclonal sample AI values compared to the polyclonal samples, but it is difficult to translate these patterns into quantitative insights. We conclude that the regions in the autosomal chromosomes behaving like the X chromosomes in terms of the stable transcriptional states may not exist or represent only a small proportion of the genome that cannot be detected using these two analyses.

**FIGURE 3:**
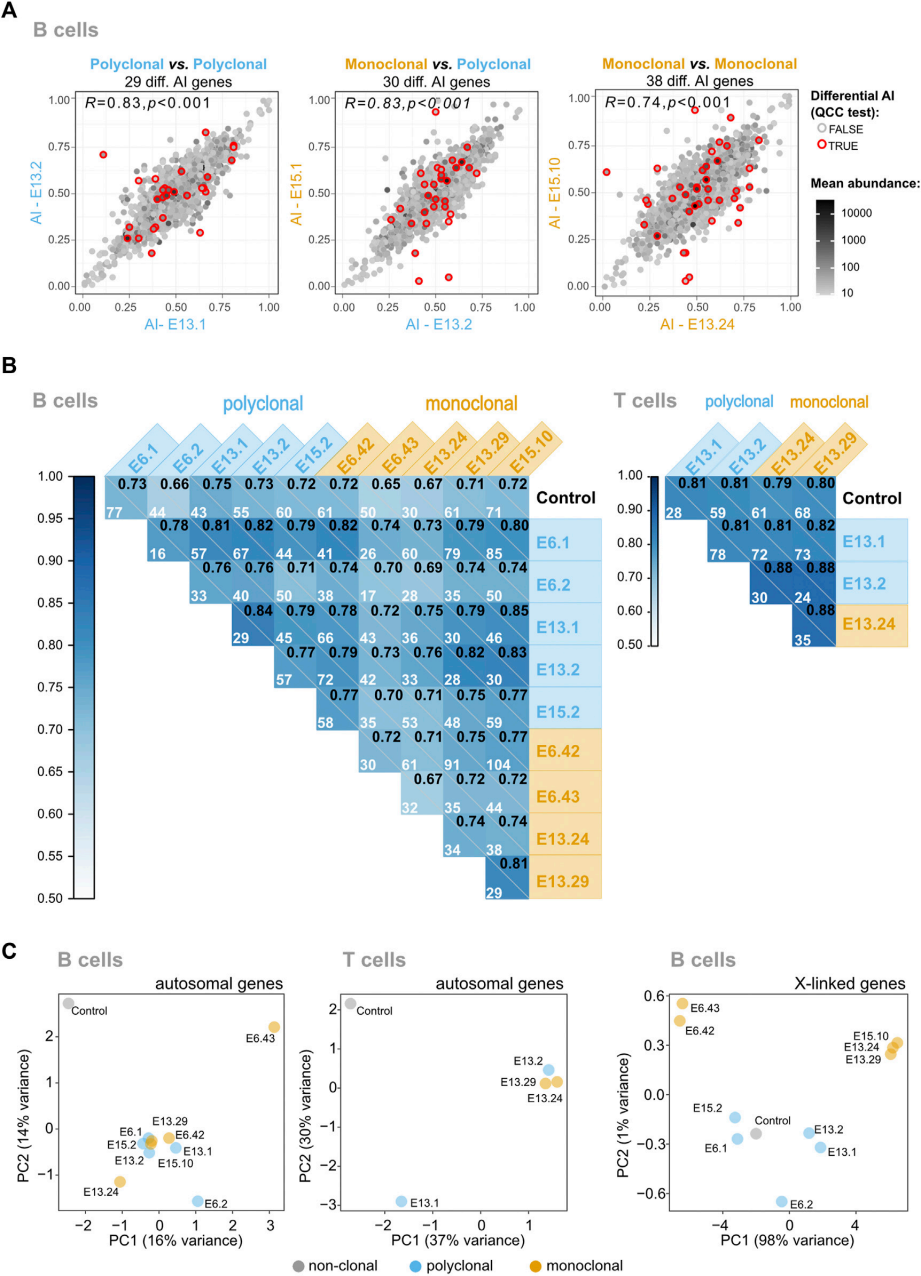
The vast majority of mitotically stable allelic biases of the hematopoietic system are not established during the HSC stage. **(A)** Representative plots of pairwise AI comparisons (monoclonal vs. polyclonal samples, polyclonal vs. polyclonal samples; and monoclonal vs. monoclonal samples). Red circles signal the genes for which differential AI remained statistically significant after quality control constant (QCC) correction, and the total number of these genes per comparison is shown above each plot. The Pearson’s coefficient correlation for all AI pairwise comparisons is also shown, in the upper left corner of each dot plot. A grayscale coloring the dots represents the mean expression between the two samples, calculated from each sample’s TMM-normalized counts. **(B)** Correlograms for B and T samples. Pearson’s coefficient correlation of AI for all pairwise comparisons between samples. Within each square, the Pearson’s coefficient is represented in the upper right corner, and the number of genes with a significant differential AI in each pairwise comparison after applying QCC correction on the binomial test is also shown. **(C)** Visualization of high-dimensional data of autosomal AI in a low-dimensional space using Principal Component Analysis suggests that the monoclonal animals have more variable AI values because of the slightly higher scattering compared to the polyclonal animals, but fails to reveal major differences between the two groups. As a control to show the impact of the AI values in the clustering of the samples in the low-dimensional space, the data from the X-linked genes of the monoclonals were added; as expected, these samples cluster according to the X chromosome (CAST or B6) that is expressed.

### Stable Transcriptional States of HSC-origin Persist in the Differentiated B Cells for a Small Number of Genes

Since the previous analyses failed to detect a small percentage of genes with stable epigenetic states, we developed an alternative strategy to scrutinize the dataset further. If a gene has clone-specific AI, then the dispersion of the AI values in monoclonal samples should be higher than in the control group. Thus, we plotted the AI standard deviations of B cell monoclonal (*x-axis*) and polyclonal (*y-axis*) samples, for all the genes that had shown a statistically significant differential AI in at least one of the pairwise comparisons, as long as the gene was expressed in all the samples (Supplementary Table S4). The plot highlighted 14 genes with higher standard deviation dispersion values in the monoclonal set than in the polyclonal set (Figure 4A; Supplementary Figure S9). The fact that, above a threshold of standard deviation, no gene is found to have a standard deviation in the polyclonal set higher than in the monoclonal set suggests that the identified genes are not exceptions due to the multiple comparisons that were performed (*p* < 2.7 × 10^−6^, one-sided Wilcoxon test). The representation of these genes’ AI values for each animal confirms the higher standard deviation dispersion in the monoclonal group compared to the polyclonal group (Figure 4B). This shows that as the cells in the monoclonal animals suffered the same differentiation programs when expanding from the HSC to the B cells, each revealed unique allele-specific stable transcriptional states. *Pkp3* is a clear example. We can see that in some monoclonal samples *Pkp3* is transcribed mostly from the maternal allele, whereas in others it is the paternal transcript that dominates and there is also a case of balanced expression from both alleles. To further confirm that this observation is biologically meaningful and not a statistical artifact, we took advantage of the NGS transcriptomic data produced for the T cells from two monoclonal mice (E13.24 and E13.29). B and T cells share the lineage up to the common lymphoid progenitor and then split into independent lineages. If the stable clonal AI biases found in some B lineage genes were already present in the HSC, in T cells it is reasonable to expect that these genes, if expressed, kept the original AI biases. To test this prediction, we plotted the B and T AI pairwise values for each gene from each of the two animals (Figure 4C). The plot clearly shows a strong correlation of the dataset within each of the animals (E13.24 and E13.29). To produce an artificial control set, we then associated, for each gene, the B cell AI value from animal 1 to the T cell value of animal 2 and vice-versa, which eliminated the correlation. Clearly, we have found persistent patterns of allelic expression that are already present in HSC and are then independently preserved by the B and T cells from each animal. However, before concluding that these findings are evidence of stable epigenetic states, the possibility that these few examples result from the loss of heterozygosity (LOH) events should be addressed. In the clonal mice, during the initial stage of reconstitution, when the number of progenitor cells is low, any genetic event in a progenitor cell affecting an allele’s expression could have a sizable impact on the AI levels of the emerging populations. Thus, we performed exome sequencing in a subset of samples to evaluate whether B6 and CAST’s exons are equally represented for these 14 genes (Figure 4D). 

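Exome sequencing was performed on DNA from 3 recipient animals, with 1 library per animal. E6.2 is a polyclonal animal reconstituted with 50 HSCs, whereas E6.43 and E15.10 are monoclonal animals that received 1 HSC each. The HSCs of E6.2 and E6.43 came from donor animal 6 and those of E15.10 from donor animal 15. The E6.2 library was prepared from 58000 sorted B220+IgM+ B cells, which the methods of the paper place in the bone marrow and the sample labels in the spleen. The T cell libraries were prepared from CD4+CD8− thymocytes, of which 250000 were sorted from E6.43 and 177000 from E15.10. The cells are F1 between a B6 mother and a CAST father, so a read that covers a SNP between these strains can be assigned to the maternal or the paternal chromosome. Exons were captured from fragments of 180 to 280 bp and sequenced as 150 bp read pairs. The authors counted the reads of each allele at each SNP with the ASEReadCounter* pipeline, summed the SNPs of a gene, and deposited these allelic counts without normalization. The aligner, the genome build and the gene annotation are stated for the RNA-seq reads, and the paper's text names none for the exome reads. The files list 30212 genes with 452304 SNPs.
The total allelic counts were 19471576 in E6.2, 13036005 in E6.43 and 10863972 in E15.10. An autosomal gene with at least 10 counts had a median of 527, 358 and 268 counts in these libraries. AI was computed from the counts as the maternal share of the total, as in the paper. The median AI of autosomal genes was 0.538 in E6.2, 0.538 in E6.43 and 0.537 in E15.10, so the balanced state of these libraries lies a little toward the maternal allele. For X-linked genes the median was 0.522, 0.524 and 0.514. Intervals for AI are Wilson intervals at 95% confidence and cover counting error only. A read pair that spans several SNPs of a gene is counted at each of them, which makes the intervals of gene sums too narrow. At SNPs within 10 bp of each other, for example, the totals differed by a median of 1.72% in both E6 libraries and 1.79% in E15.10. With 1 library per animal, a test on the reads of 2 libraries compares these libraries and not the monoclonal and polyclonal conditions.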

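*Pkp3* had an AI in DNA of 0.495 (interval 0.469 to 0.521, 1418 counts) in E6.2, 0.557 (0.527 to 0.585, 1130 counts) in E6.43 and 0.546 (0.524 to 0.568, 1931 counts) in E15.10. At least 10 counts, the minimum of the paper, were reached by 14 genes in E6.2, by 13 in E6.43 and by 14 in E15.10. *Zfp873* was the gene left out in E6.43, with 4 maternal counts of 7. Genes with an AI under 0.25 or over 0.75, the range the paper excludes as LOH, numbered 0 of 14 in E6.2, 0 of 13 in E6.43 and 0 of 14 in E15.10. The paper's methods remove genes with LOH in any exome sample from its analysis, so these numbers were largely set in advance. The lowest AI values were 0.456 for *Igkv6-25* in E6.2, 0.434 for *Fam32a* in E6.43 and 0.428 for *Igkv6-25* in E15.10. These values are of summed counts, and as the median of its SNPs the AI of *Igkv6-25* was on the maternal side, at 0.659 in E6.2, 0.6 in E6.43 and 0.636 in E15.10. The gene lies in an antigen receptor locus, where rearrangement itself can remove a copy. The highest values were 0.65 for *Zfp873* in E6.2, from 20 counts, 0.642 for *Gnpda2* in E6.43, from 134 counts, and 0.585 for *Pacsin1* in E15.10. The median over the list was 0.517, 0.524 and 0.548, from a median of 828, 578 and 594.5 counts per gene. With limits of 0.4 and 0.6 these numbers were 1 in E6.2, 2 in E6.43 and 0 in E15.10, and counting genes whose interval reached the LOH range gave 1, 0 and 1.

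**Figure D1:**
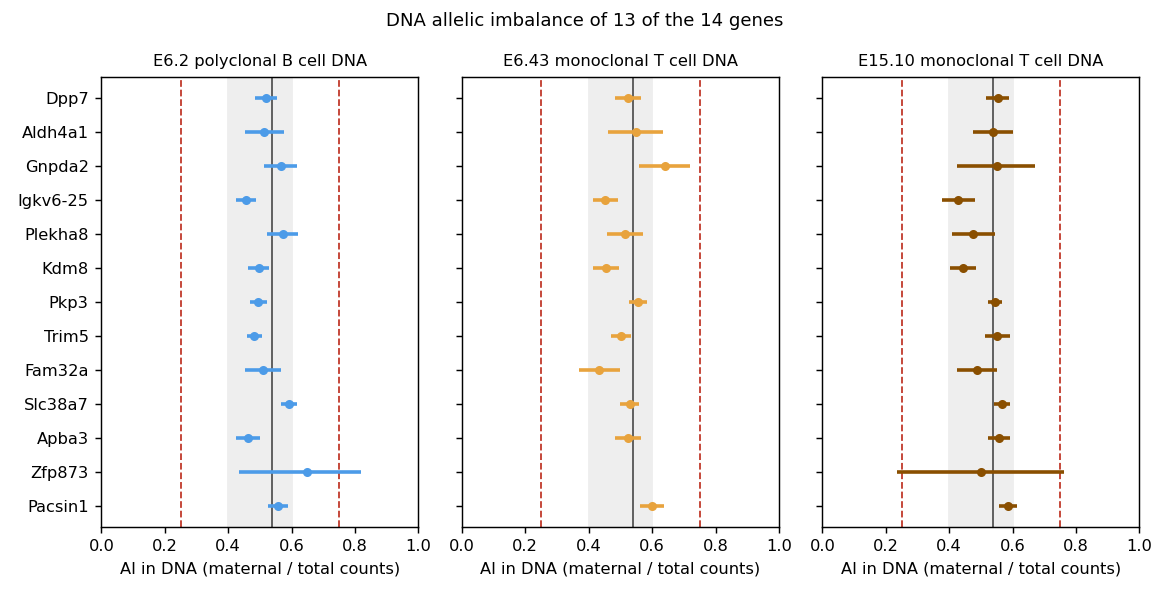
AI in DNA (maternal over total counts, horizontal axis) of 13 of the genes (vertical axis) in E6.2, E6.43 and E15.10. Points are AI values and bars are 95% Wilson intervals, the grey band marks 0.4 to 0.6, dashed lines mark 0.25 and 0.75, and the grey vertical line marks the median of autosomal genes. All points lie between the dashed lines, and the widest bars belong to *Zfp873*, which is missing from E6.43 for want of counts.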

The data revealed no obvious LOH for any of the genes involved. In addition, these 14 genes have not been associated with LOH or replication fragile sites and lack the molecular features typically associated with these regions, such as high expression levels and a large size (Helmrich et al., 2006; Barlow et al., 2013). 

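The positions of the genes were taken from the GENCODE annotation of GRCm38. *Pkp3* (ENSMUSG00000054065) lies on chromosome 7 from 141078218 to 141090510, and the same chromosome holds *Kdm8* from 125444676 to 125462269 and *Trim5* from 104263386 to 104288094. *Dpp7* lies on chromosome 2 from 25352276 to 25356359 and *Aldh4a1* on chromosome 4 from 139622866 to 139649690. *Gnpda2* is on chromosome 5 from 69573108 to 69592340. On chromosome 6, *Plekha8* extends from 54595111 to 54645839 and the immunoglobulin kappa variable segment *Igkv6-25* from 70215400 to 70215957. Chromosome 8 holds *Fam32a* from 72219730 to 72224418 and *Slc38a7* from 95835920 to 95853539. *Apba3* lies on chromosome 10 from 81266960 to 81273246 and *Zfp873* on the same chromosome from 82048123 to 82064745. *Pacsin1* is on chromosome 17 from 27655509 to 27711482. The median length of the 14 genes was 17.6 kb, and that of 20807 autosomal protein-coding genes was also 17.6 kb. Of the 14 genes, 6 were longer than that background median. The shortest was *Igkv6-25* with 0.558 kb. Expression levels and replication timing were not analysed here.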

Finally, we performed a bootstrap analysis (100,000 replicates per distribution) to evaluate the likelihood of randomly finding a group of genes with the mean difference between the AIs in DNA and RNA data (AI_DNA_—AI_RNA_) as high as the ones we found in the monoclonal animals (Figure 4E). We focused on monoclonal animals for which we generated transcriptomics and exome sequencing data. 

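The RNA libraries of these animals were not analysed here, so the AI values of DNA were set against the RNA values for B cells that the paper prints in Supplementary Table 4. Both values were at hand for 9 of the 14 genes in E6.2, 12 in E6.43 and 13 in E15.10. The DNA of E6.43 and E15.10 came from T cells and the RNA from B cells of the same animals. The mean absolute difference between the AI of DNA and RNA was 0.0972 in E6.2, 0.231 in E6.43 and 0.214 in E15.10. In E6.43, *Apba3* differed most, with 0.524 in DNA against the paper's 0.02 in RNA. In E15.10, *Apba3* also differed most, with 0.556 against the paper's 0.05, followed by *Kdm8* with 0.443 against 0.03 and *Aldh4a1* with 0.539 against 0.94. For *Pkp3*, the DNA value minus the paper's RNA value was 0.0251 in E6.2, −0.283 in E6.43 and 0.366 in E15.10. The comparison group in each library was the 42 genes with both values, taken from those of Supplementary Table 2 that are reported as imprinted and that the paper does not class as biased in B cells. This set differed between libraries by 1 gene, with *Pde4d* in E6.2 alone and *Gnas* in the others, both named after their values were seen. The mean absolute difference of the set was 0.082 in E6.2, 0.103 in E6.43 and 0.0955 in E15.10. The paper chose the listed genes for their RNA dispersion among monoclonal animals that include E6.43 and E15.10, and the comparison genes were taken here by the paper's RNA classes, so that a larger difference for the listed genes was largely set by the choice. The comparison group is not free of bias, since *Impact*, which the paper describes as biased although it misses the threshold, had the paper's RNA values of 0.16, 0.26 and 0.14 in E6.2, E6.43 and E15.10. Supplementary Table 4 lists significant RNA differences between samples, and a gene has a value for an animal only where such a difference was called. For both reasons no test between these groups of genes is reported. Leaving out the gene with the largest difference moved the mean to 0.207 in E6.43 and 0.189 in E15.10.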

The bootstrapping revealed that, for E6.43 and E15.10, random sampling is unlikely to produce a group of genes with higher AI_DNA_—AI_RNA_ mean differences than the ones we found (*p* = 0.0003 and *p* = 0.0002, respectively). 

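The AI values of DNA were also compared between the libraries by two-sided Fisher's exact tests on maternal and paternal counts, with Benjamini-Hochberg adjustment over the list alone. Between E6.43 and E15.10, the monoclonal animals, 0 of 13 genes had an adjusted p under 0.05, and the smallest unadjusted value was p = 0.0498 for *Trim5* (Fisher's exact test). Between E6.43 and E6.2, 2 of 13 genes did. *Pkp3* was higher in E6.43 by 0.0616 (adjusted p = 0.0137, Fisher's exact test) and *Slc38a7* changed by −0.0622 (adjusted p = 0.0137, Fisher's exact test). Between E15.10 and E6.2, 3 of 14 genes did, with higher AI in E15.10 for *Apba3*, by 0.0931 (adjusted p = 0.00624), *Trim5*, by 0.0683, and *Pkp3*, by 0.0508 (both adjusted p = 0.0184, Fisher's exact test). The list was chosen by the study from RNA of these animals. Adjusted over all 22249, 21910 and 21821 autosomal genes of the comparisons E6.43 against E6.2, E15.10 against E6.2 and E6.43 against E15.10, the numbers for the list were 2, 3 and 0, among 3074, 4114 and 4072 genes in all. After the counts were shrunk by the overdispersion between genes of each library, 0 genes of the list differed in any of these comparisons. Shrinking leaves even a well covered gene few effective counts, and spread between genes may include differences that the libraries share. This result therefore cannot exclude differences of the sizes given. The largest difference in size was 0.15, for *Zfp873* with 20 and 10 counts. The paper reasons from the DNA values, the bootstrap and the separate donors of the monoclonal animals to the origin of the AI dispersion.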

Taking into account the absence of obvious LOH as measured by the exome sequencing, the *p*-values of the bootstrapping analysis, and the fact that the two monoclonal animals investigated for LOH were from independent experiments, we conclude that the high standard deviation of the AI values for these 14 genes is not a result of LOH and likely reflects stable transcriptional biases originally present in the cloned HSC. Finally, genes with monoallelic expression have often been linked to the chromosomal regions with asynchronous DNA replication timing (AS-RT; Chess et al., 1994; Mostoslavsky et al., 2001; Singh et al., 2003; Ensminger and Chess, 2004). A recent study (Blumenfeld et al., 2021) mapped genome-wide replication asynchrony in B cell clones using the same F1 mouse cross. We assessed the intersection of the 14 RME genes we identified in single HSC-derived populations and the AS-RT regions listed in Blumenfeld et al. (2021). No intersections were detected. However, the numbers of genes and clones are insufficient to reach clear conclusions.

**FIGURE 4:**
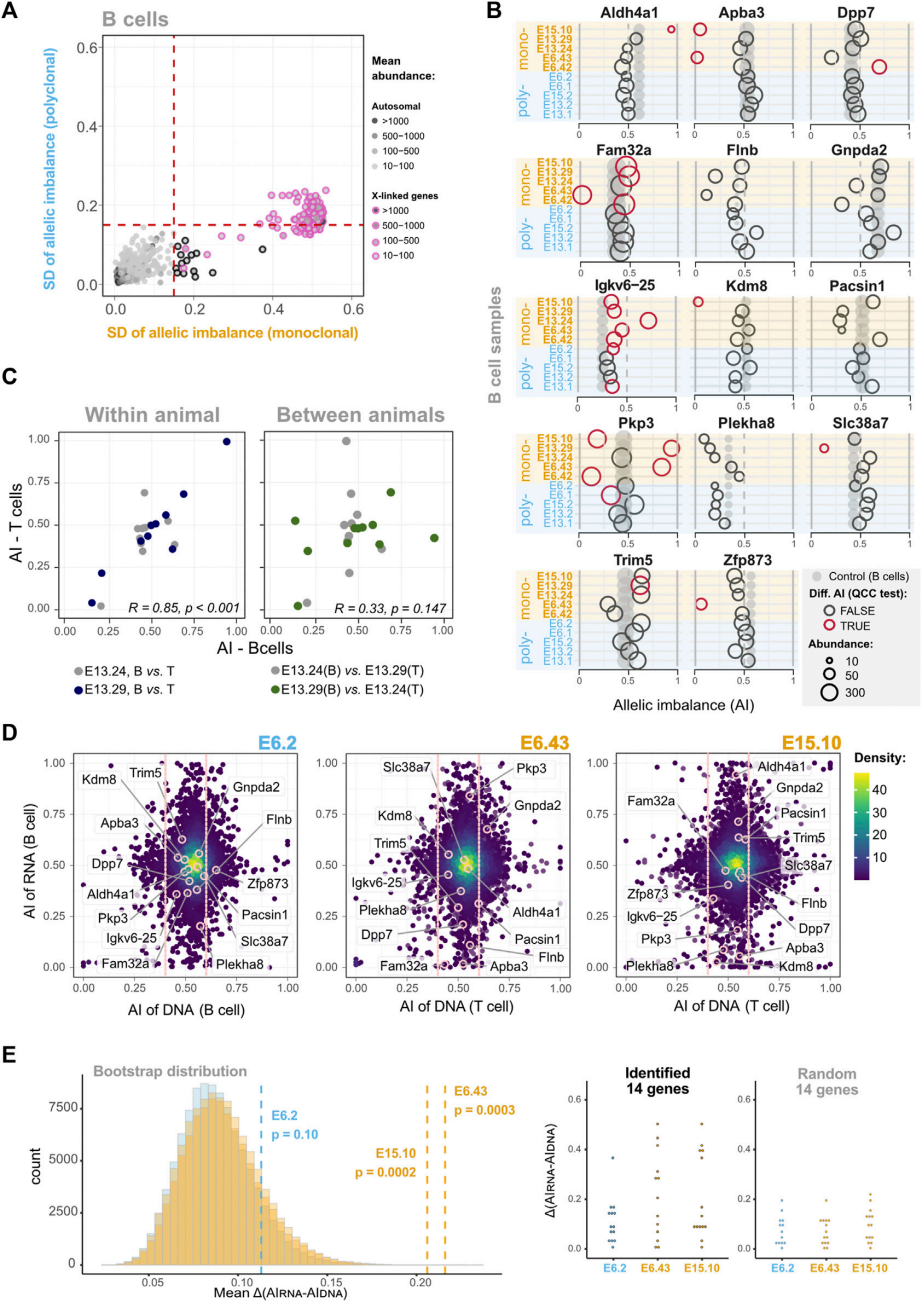
In some *loci*, the memory of allele-specific gene regulatory state persists over many cell divisions throughout extensive differentiation. **(A)** Dot plot showing standard deviations (SD) of AIs for five B cell monoclonal samples (*x-axis*) against the SD of AIs for five polyclonal samples (*y-axis*). Dashed vertical and horizontal lines—arbitrarily set at an AI SD of 0.15—represent the threshold above which genes were considered as potentially intrinsically imbalanced. Dots represent genes, black-circled dots highlight genes with higher AI variance among monoclonal samples in the autosomes, while pink-circled dots denote the X-linked genes (control). The genes included in this analysis have AI differences statistically significant after QCC correction in at least one pairwise comparison (see the matrix of Figure 3B for all pairwise comparisons) and are expressed in all the 10 B cell samples; see Supplementary Figure S9 for the same SD-based analysis without filtering the genes. **(B)** Comparison of putative mitotically stable allelically imbalanced genes between all B cell samples. Grey dots represent the AI values of the unmanipulated animal control sample, and empty circles are the AI values of monoclonal or polyclonal samples. Red circles represent comparisons for which the AI difference between the manipulated animal sample and unmanipulated control remained statistically significant after QCC correction. Not all genes show statistically significant differences with the unmanipulated control, but all represented genes have at least one statistically significant AI difference in monoclonal or polyclonal pairwise comparisons. The diameter of dots/circles is proportional to the reads abundance. **(C)** Dot plots showing the AI of putative transcriptionally stable allelically imbalanced genes in B cells (*x-axis*) against the corresponding ones in T cells (*y-axis*). Pairwise comparisons for two monoclonal animals are shown. In the left plot, the B and T cell data for each of the two animals are paired (within animal comparison), whereas the right plot is an artificial control in which the B and T cell data from different animals are paired (comparison between animals). Each plot shows the Pearson’s coefficient correlation considering the combined animal datasets; for the left graph, Pearson’s coefficient correlations for each animal are *R* = 0.33 (*p* = 0.147) and *R* = 0.85 (*p* < 0.001). **(D)** AI from RNA-seq data plotted against AI from whole exome sequencing (WES) data for the same animals (polyclonal sample E6.2, and monoclonal samples E6.43 and E15.10). Only genes with abundance>10 TMM-normalized counts are represented. For the DNA axis (*x-axis*), all of these genes fall in the vicinity of the dotted vertical lines highlighting the 0.4–0.6 AI “balanced” range. **(E)** Difference between the AIs in DNA data and RNA data (AI_DNA_−AI_RNA_) in two monoclonal samples for the genes highlighted in **(B)**. In the left panel, the histogram represents the distributions of the means of the difference for 13 or 14 randomly sampled genes generated by bootstrapping the transcriptomics data (100,000 replicates per distribution). The dashed lines show the observed AI_DNA_−AI_RNA_ means for the 13 and 14 of the 14 putative mitotically stable allelically imbalanced genes detected in the monoclonal samples E6.43 and E15.10, respectively, which are statistically different from the mean of a random sample considering the respective distributions (*p* = 0.0003 and *p* = 0.0002, respectively), unlike the AI_DNA_−AI_RNA_ mean for the 14 putative mitotically stable allelically imbalanced genes in the E6.2 polyclonal sample (*p* = 0.10). The right panel shows the distribution of the | AI_DNA_−AI_RNA_ | observed for the putative mitotically stable allelically imbalanced genes and a random sample of size 14 in E6.2 and E15.10, and 13 in E6.43. Whenever present, abundance values are TMM-normalized counts.

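Between 0.4 and 0.6 lay 13 of 14 genes in E6.2, 11 of 13 in E6.43 and 14 of 14 in E15.10. *Zfp873* was above the range in E6.2. *Gnpda2* was above it in E6.43, with an interval of 0.558 to 0.718, and *Pacsin1* had a value of 0.6003 there, with an interval of 0.562 to 0.637. The median distance of the listed genes from the library median was 0.0383, 0.0248 and 0.0249 in E6.2, E6.43 and E15.10. Random lists of the same size matched on counts had median distances of 0.0351, 0.0349 and 0.0381. They were drawn from all autosomal genes, including those in the LOH range, which the paper's filter removes. This can lower the percentiles of the listed genes. The distances of the listed genes lay at percentiles 60.6, 17.2 and 10.5 of 10000 such lists. In a two-sided exact binomial test of each gene against the library median, adjusted by Benjamini-Hochberg within a library, 7, 7 and 4 genes had an adjusted p under 0.05. *Kdm8* in E15.10, with 255 maternal of 576 counts, had an adjusted p = 8.5e-05 in this exact test, and *Igkv6-25* in E6.2, whose direction depends on whether counts are summed over its SNPs, had 7.8e-06. Under a beta-binomial test with the overdispersion of each library (0.0144, 0.0163 and 0.0173), these numbers were 0, 0 and 0. That test allows for spread between genes and has little power for distances as small as those of the listed genes.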

### Abelson Clones Show a Higher Number of Genes With Clonal Specific AI Than Lymphocytes Differentiated From a Single HSC

One lingering question is to what extent allele-specific expression states persist in clonal populations over multiple differentiation steps. Our analysis suggests that the incidence of such stable states is much lower than was previously reported in clonal cells not undergoing differentiation (Eckersley-Maslin et al., 2014; Gendrel et al., 2014; Gimelbrant et al., 2007; Jeffries et al., 2012; Zwemer et al., 2012). However, in this work we used a much more stringent statistical approach to allele-specific analysis, relying on technical replicates for RNA-seq libraries to exclude false positives (Mendelevich et al., 2021). This raises the possibility that the differences could be due, at least in part, to the differences in experimental and statistical procedures compared to previous studies. To exclude this potential source of discrepancy, we applied the same analytical pipeline to RNA-seq data generated from clonal cells that grew without differentiation. We used the v-Abl pro-B clonal cell lines Abl.1, Abl.2, Abl.3, and Abl.4, which were derived previously from 129S1/SvImJ (129S1) x CAST/EiJ (CAST) F1 female mice (Zwemer et al., 2012), with two replicate RNA-seq libraries prepared and sequenced per sample (Gupta et al., 2021). To control for the possible LOH, exome sequencing data for the Abl.1-4 clones (Gupta et al., 2021) was considered. Genes whose genomic DNA showed total allelic counts of <10 or 0.3<AI>0.7 were excluded from RNA-seq analysis. We found that all pairwise comparisons have at least fourfold more genes with significant differences (Figures 5A,B; Supplementary Figure S10) than the pairwise comparison of CAST x B6 HSC-derived clones with the highest number of genes with significant differences (Figure 3B). Furthermore, the AI values in the collection of Abelson clones also have a higher dispersion than the collection of the HSC-derived clones (Figure 5C). It is unlikely that these massive differences result from genetic differences between 129S1 and B6 because the two strains share an ancestor after the split from CAST (Witmer et al., 2003). The data suggest that in clones undergoing differentiation there is erasure and intraclonal reestablishment of AI.

**FIGURE 5:**
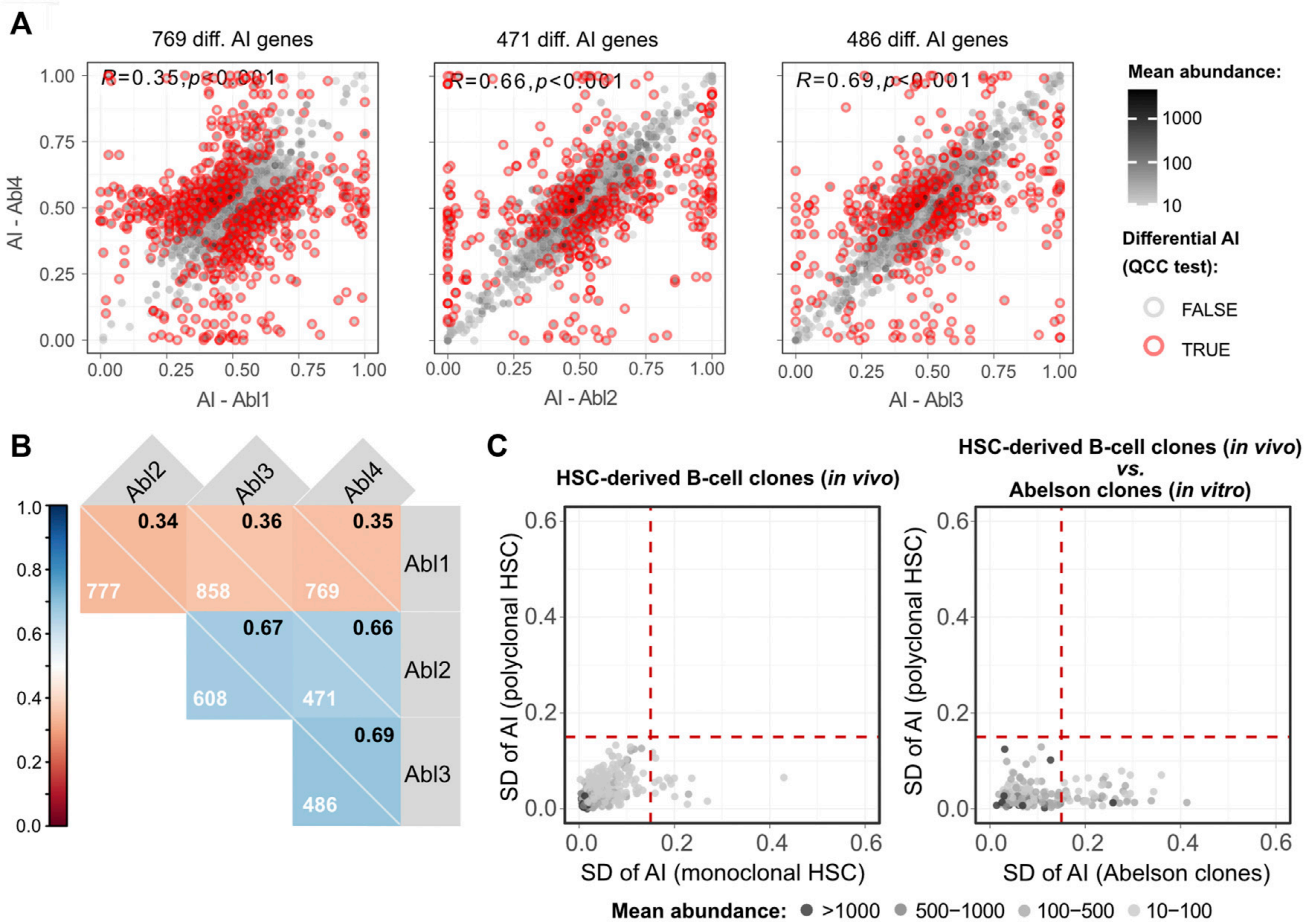
Abelson clones show a higher number of genes with clonal-specific AI than lymphocytes differentiated from a single HSC. **(A)** Representative dot plots of pairwise comparisons of AI between different Abelson-immortalized B cell clones. Pearson’s coefficient correlation of AI and the number of genes with a significant differential AI (after the QCC test) between samples are shown. Mean abundance levels (mean TMM-normalized counts) are represented as continuous grayscale colors. **(B)** Correlogram with pairwise comparisons of Abelson-immortalized B cell clones. Pearson’s coefficient correlation of AI for all pairwise comparisons between samples. Each square shows the Pearson’s coefficient in the upper right corner and the number of genes with a significant differential AI in each pairwise comparison after applying QCC correction on the binomial test. **(C)** Two dot plots showing SDs of AIs for four monoclonal (*x-axis*) against four polyclonal (*y-axis*) HSC-derived B cell samples (left plot), and SD of AI for all four Abelson clones (*x-axis*) against the SD of AI for four polyclonal HSC-derived B cell samples (*y-axis*) (right plot). WES data were used to exclude transcripts with possible loss of heterozygosity. Dashed vertical and horizontal lines represent the threshold above which genes were considered as potentially intrinsically imbalanced and were arbitrarily set at an AI SD of 0.15. Mean abundance levels (mean TMM-normalized counts) are represented as binned grayscale colors.

## Discussion

There is an ongoing debate on whether phenotypic diversity due to epigenetics or somatic DNA recombination is a general phenomenon that improves the function of defined cellular populations. There is also an open discussion on the quantification of clonal RME in autosomal genes and whether this is a widespread phenomenon *in vivo* or a characteristic of clones grown *in vitro* (Reinius and Sandberg, 2018; Vigneau et al., 2018; Rv et al., 2021). To address the latter question, we have performed a thorough analysis of random allelic expression biases in clonal B and T cell populations emerging *in vivo* after prolonged and extensive lineage differentiation in mice injected with single murine HSCs. The accepted model of establishment and maintenance of RME asserts that the allelic biases are established during differentiation stages and are stably propagated across subsequent differentiation steps (Gendrel et al., 2014; Marion-Poll et al., 2021). We report two surprising findings that lead us to update this model. First, the analysis of these monoclonal and genetically unmanipulated hematopoietic systems allowed us to conclude that after prolonged (more than 4 months between HSC transfer and collection) and extensive cell division and lineage differentiation, the percentage of autosomal genes displaying RME is much lower than the estimates from collections of clones grown *in vitro* [<0.2% vs*.* ∼2%–15% (Gimelbrant et al., 2007; Jeffries et al., 2012; Zwemer et al., 2012; Eckersley-Maslin et al., 2014; Gendrel et al., 2014)], suggesting that, if present *in vivo*, the presumed stable allelic transcriptional states that are established at each differentiation step are meta-stable across differentiation stages, i.e., they are (progressively) erased and reestablished along the differentiation steps. This inference is, to our understanding, the simplest explanation for the almost complete lack of biases we report in B and T cells derived from a single HSC. It is improbable that an HSC, which has already gone through a differentiation process, would have fewer stable allelic biases than an embryonic stem cell, which has been shown to carry hundreds of allelic biases (Eckersley-Maslin et al., 2014). However, we cannot exclude entirely the possibility that HSCs are remarkable for carrying almost no random allelic biases, as we observed in the derived B and T cells. Second, to our knowledge, we have identified for the first time rare regions in the autosomal chromosomes that keep stable allelic transcriptional states along lineage differentiation in the hematopoietic lineage. Below we discuss the implications of the technique we used and the findings for XCI, hematology, RME, and phenotypic diversity.

### XCI in a Monoclonal Hematopoietic System

XCI has relied on the analysis of rodent/human somatic cell hybrids (Brown et al., 1997), primary human cell lines (Carrel and Willard, 1999), murine or human embryonic stem cells (Pintacuda and Cerase, 2015; Patel et al., 2017), murine and human-induced pluripotent stem cells (Fan and Tran, 2011), and transgenic mice with a genetically engineered *Xist locus* (Berletch et al., 2015). The former are *in vitro* systems, and the latter is an animal model in which the activation of one of the X chromosomes is imposed due to the deletion of *Xist*. Here we show that it is possible to study lineage-specific chromosome inactivation *in vivo* using genetically unmanipulated cells. Single-HSC reconstitution of mice identified genes escaping from XCI in B and T cells that had been previously identified in different tissues (Yang et al., 2010; Li et al., 2012; Wu et al., 2014; Berletch et al., 2015). Given the extraordinary differentiation of the hematopoietic cells from the HSCs, the interest in tissue-specific epigenetics (Sierra and Anguera, 2019), and the possibility of reactivation of X chromosome in lymphocytes (Wang et al., 2016; Syrett et al., 2019), this system can be used to produce an atlas of lineage-specific XCI in the blood cells in mice and potentially also in human cells, if single human HSCs are shown to produce monoclonal human hematopoietic systems in reconstituted mice (Beyer and Muench, 2017).

### Autosomes Versus X Chromosome Parallels

RME in autosomal regions and XCI have in common the stochastic component leading to expression vs*.* silencing. Since the 1990s, this common feature has recurrently tempted many to draw parallels between XCI and RME in reviews or opinion pieces [e.g., (Efstratiadis, 1995; Goldmit and Bergman, 2004; Chess, 2016; Gendrel et al., 2016)] and also original articles [e.g., (Mostoslavsky et al., 2001; Pereira et al., 2003)]. At the molecular level, three observations stand out. First, at least one gene has been found to play a role in XCI and RME (Mould et al., 2013). Second, high concentrations of long interspersed nuclear element sequences, which were implicated in XCI (Chow et al., 2010), have been proposed to characterize *loci* involved in RME (Allen et al., 2003). Finally, three non-coding RNA autosomal genes, *ASAR6, ASAR6-141,* and *ASAR15*, display *XIST*-like features because they are monoallelically expressed, remain associated with the chromosome from which they are expressed, were shown to silence the nearby alleles, and their disruption resulted in delayed replication timing and the reactivation of previously silent alleles of nearby genes (Stoffregen et al., 2011; Donley et al., 2013; Donley et al., 2015; Heskett et al., 2020). Despite these possible common mechanistic features, our study established a fundamental difference: during lineage differentiation, RME lacks the stability of XCI. This stability is due to a multilayered process of gene and chromosome silencing (Dossin and Heard, 2021) that, if present in regions of the autosomes, would probably compromise the dynamics needed for the onset of the different programs of lineage commitment during hematopoiesis.

### Applications of Stable Imprints in the Autosomal Regions

The identification of a few regions in the autosomal chromosomes with stable epigenetic states in the hematopoietic lineage could be explored in the future to develop clonality assays for the hematopoietic system. These assays have typically relied on finding significant skewing of the XCI ratio from the 1:1 ratio, which is limited to females and has a low resolution (Ayachi et al., 2020). By focusing on polymorphisms in the autosomal regions with stable epigenetic states, it should be possible to design clonality assays for both sexes that are more sensitive to decreases in HSC output than the assays based on XCI.

### Models of RME

As a way to reconcile the lack of allelic expression imbalances in extensively differentiated *in vivo* grown clones with the data on *in vitro* grown clones that do not undergo differentiation in culture and show higher levels of AI, we propose that the evolutionary selection pressure shaping RME is at the level of the phenotypic diversity displayed by a population of cells, which does not absolutely require the perpetuation of the allelic biases at the clonal level. What should be crucial is that, within a given developmental stage, the cells keep distinct allelic biases, but these may be established only shortly before the cell population becomes phenotypically defined. This solution is simpler and more economical than the one based on marks that are established early and then propagated for many divisions before the genes in those regions are expressed. In an extreme view of this model, the cells may change the AI stochastically from one stage of differentiation to the next (Figure 6B). The key idea of the model is the uncoupling of population phenotypic diversity from clonal stability. These two concepts are typically seen as intertwined. For decades, the classic examples of autosomal RME and the generation of phenotypic diversity within initially isogenic cell populations have been the antigen and odorant receptors, for which the univocal association between the phenotype and the clone or long-living cell is essential. In the case of the antigen receptors, the stability of the phenotype is required because the process of V(D)J recombination that builds a functional antigen receptor gene is coupled to stringent negative and positive cellular selection steps in the bone marrow or the thymus, and the emerging clone is not allowed to completely reinvent its antigen receptor after exiting the primary lymphoid organs. Although for a different reason, which is the preservation of the topographic map of the olfactory experience throughout life, each olfactory sensory neuron is also committed to the expression of a single odorant receptor gene (and allele). These examples of phenotypic diversity are spectacular but also exceptional in the sense that an antigen receptor gene depends on a unique process of somatic DNA recombination, and the odorant receptor genes make up the largest gene family in the mammalian genome. The RME of less unique genes, particularly in the blood cells, which circulate permanently, may be better described using the cell population dispersion of AI values as a proxy for phenotypic diversity at a given moment (Figure 6B) rather than as a collection of clones with immutable AI values throughout lineage differentiation (Figure 6A). This working hypothesis turns RME into a more dynamic process than what is normally assumed when considering mitotically inherited RME, but it should not be confused with the stochastic or dynamic RME detected by single-cell RNA-seq (Reinius et al., 2016) because it has a longer time-scale and thus it is not explained by transcriptional bursts.

**FIGURE 6:**
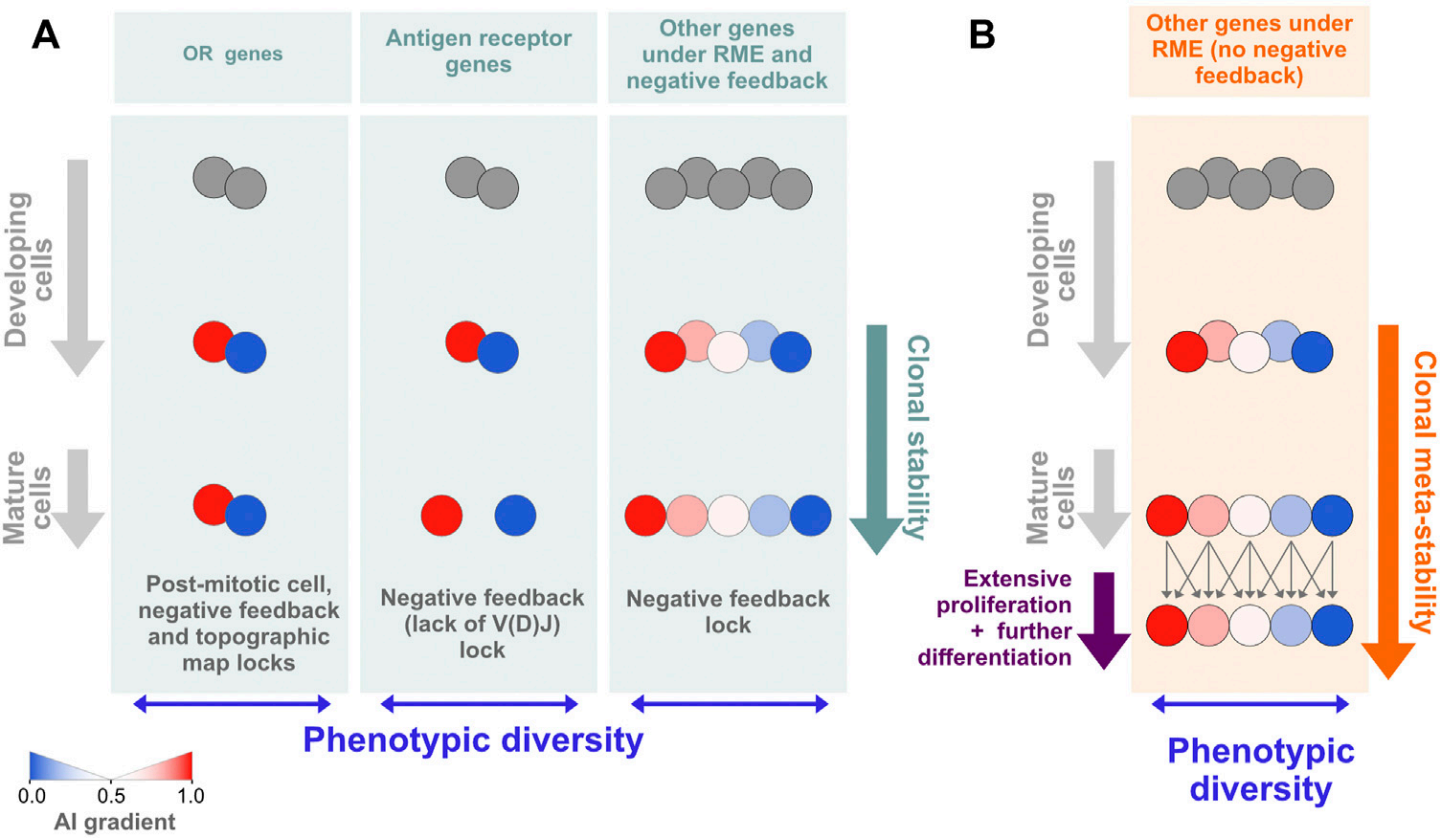
Models of RME. **(A)** For most autosomal genes under RME, the epigenetic states leading to allelic biases are established *de novo* during differentiation and shortly before the genes are expressed. This model of RME is characterized by documented (e.g., olfactory receptor and antigen receptor genes) or probable clonal stability due to the existence of locks that stabilize the AI [reviewed in (Barreto et al., 2021)]. One notable lock is the negative feedback triggered by the protein expression of one allelic form that prevents further gene or allelic activation (or recombination, in the case of the antigen receptors). **(B)** A model of RME in which the AI for each clone is meta-stable, i.e., it can change within a certain range during extensive periods of proliferation and differentiation. Assuming that HSCs have an initial percentage of genes under RME close to that estimated for cells from collections of developmentally frozen clones grown *in vitro*, our data are compatible with a meta-stable model of RME.

### Limitations and Future Prospects

This study was designed to provide the first direct *in vivo* comparison between the stability of XCI and RME of autosomal genes. The data are conclusive in showing that XCI and RME are different phenomena and in the description of stable RME in the autosomes from an HSC to differentiated cells as a rare phenomenon. One limitation of the work is that the real number of genes showing this type of RME could be different from our estimate. It could be lower than 14 *loci* if, for instance, our exome sequencing strategy fails to identify all cases of LOH or other genetic alterations. It could also be higher, if the number of clones we studied is limiting, the specific genetic background used does not distinguish the allelic transcripts from additional autosomal genes under RME or the B cell lineage is not representative of the other hematopoietic lineages with respect to stable RME. Nevertheless, given the evidence we gathered, it is unlikely that no autosomal gene has this stable RME and it is also unlikely that more than 0.5% of the autosomal genes show this pattern. 

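The exome data have limits that can be counted. Of the 30212 listed genes, 23809 reached the count minimum in E6.2, 23537 in E6.43 and 23115 in E15.10, so the others carry no AI in DNA. Among the 14 genes, the interval of *Zfp873* extended into the LOH range in E6.2 (0.433 to 0.819) and in E15.10 (0.237 to 0.763), where 13 of 20 and 5 of 10 counts were maternal. The intervals of the other 13 genes stayed between 0.37 and 0.718 in E6.43, the library with the widest span for them. The data cover SNPs in captured exons, and changes outside them were not analysed here.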

A second limitation is the uncertainty regarding the nature of the stable marks we identified. The study was designed to distinguish between many mitotically stable marks and very few marks or none. We have clearly shown that stable marks already present in the HSCs are extremely rare in the differentiated B cells. Whether all these rare marks are epigenetic or due to somatic genetic variations in the HSCs or early differentiating cells is an open question. Most of the *loci* with stable AI that we identified do not have remarkable features in terms of RNA expression levels or open reading frame size that could make them more prone to accumulate mutations (Supplementary Figure S11). In the most thorough published study, whole-genome sequencing of *in vitro* HSC-derived small clones (about 500 cells) cultured for up to 14 days revealed that each HSC from an 8-month old B6 mouse has about 110 single nucleotide variants (SNVs) and 26 insertions or deletions (indels; Druce, 2021). The majority of these mutations are intergenic, the vast majority of mutations in genes (>98.5%) are not in exons, and most are not expected to lead to changes in transcription. Thus, considering the random distribution of mutations in the genome of HSCs (Druce, 2021), even taking into account a network of gene interactions in which mutations in *trans* could impact the AI value of a given gene (e.g., mutations in transcription factor, RNA interacting proteins or regulatory RNA genes) SNVs and indels are unlikely to produce the highly diverse AI pattern seen for *Pkp3*, with biases present in at least four out of five monoclonal animals (Supplementary Table S5); based on these calculations, a reconstitution advantage of HSC with mutations in *Pkp3* also fails to explain the data. *Pkp3* is thus the most solid example to date of an autosomal gene with stable marks already present in the HSCs that are likely to be epigenetic (Supplementary Table S6). However, genetic variation is a working hypothesis for the several other cases in which the AI standard deviation is mainly affected by a single outlier. 

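The DNA of *Pkp3* was also examined SNP by SNP. The files list 20 SNPs of the gene, from position 141078311 to 141090483 of chromosome 7 (GRCm38), of which 16 had at least 20 counts in each library. Their AI ranged from 0.378 to 0.605 in E6.2, with a median of 0.46, from 0.417 to 0.833 in E6.43, with a median of 0.584, and from 0.429 to 0.621 in E15.10, with a median of 0.509. Between 0.25 and 0.75 lay 16 of these SNPs in E6.2, 15 in E6.43 and 16 in E15.10. The exception was the first SNP in E6.43, with 20 maternal of 24 counts, which had an AI of 0.457 in E6.2 and 0.464 in E15.10. Counts per SNP reached 127 in E6.2, 94 in E6.43 and 166 in E15.10. With only SNPs at least 300 bp apart, so that a read pair is counted about once, the AI of the gene was 0.501, 0.586 and 0.51 in E6.2, E6.43 and E15.10.

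**Figure D2:**
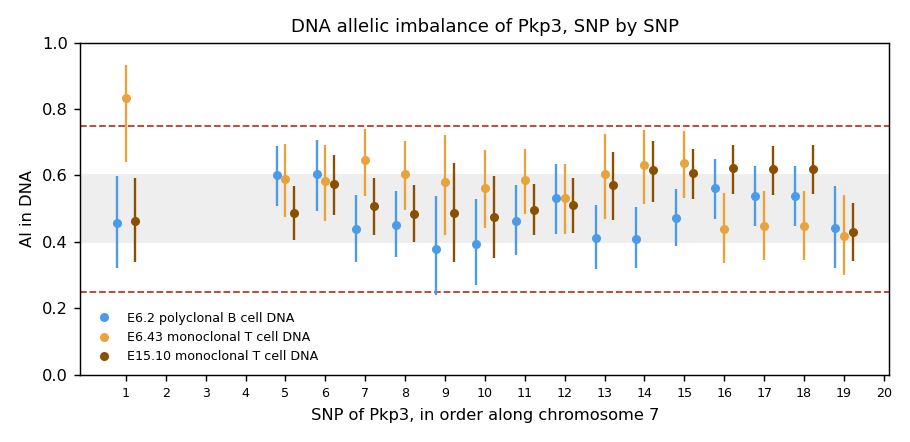
AI in DNA (vertical axis) of each SNP of *Pkp3* with at least 20 counts, in order along chromosome 7 (horizontal axis), in E6.2, E6.43 and E15.10. Points are AI values, bars are 95% Wilson intervals, the grey band marks 0.4 to 0.6 and dashed lines mark 0.25 and 0.75; SNP 1 of E6.43 lies above the upper dashed line.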

Whole-genome sequencing will never be fully conclusive given the complex network of gene interactions. Thus, only future experiments with drugs that interfere with epigenetic marks but not with genetic mutations will clarify this issue. A third limitation is the comparison of our data with the data from Abelson clones. This comparison of allele-specific expression data across distinct experiments (e.g., Abelson clones and reconstituted cell populations) is controlled by the RNA-seq replicates and overdispersion analysis, which remove nearly all between-experiment technical variation (Mendelevich et al., 2021). Thus, our estimate of RME as being much lower than the estimates from *in vitro* clones not undergoing extensive differentiation should hold. However, it would be more informative to compare our findings on clones extensively differentiated *in vivo* from HSCs with *ex vivo* sorted cells from the same animals that are shortly expanded in the absence of major differentiation before the RNA is collected. This is one of the forthcoming experiments, which also include an investigation of RME frequency as a function of the degree of differentiation from the progenitor to the tested population, the characterization of the *cis*-regulatory features of genes showing stable RME from the HSC to differentiated cells, and the reappreciation of the apparent interconnection between clonal stability and phenotypic diversity.

## Materials and Methods

### Animal Breeding

All mice were bred and maintained at the specific pathogen-free animal facilities of the Instituto Gulbenkian de Ciência (IGC, Oeiras, Portugal). C57BL/6J-Ly5.1 (C57BL/6J strain carrying the pan-leukocyte marker Ly5.1), C57BL/6J-Ly5.2 (C57BL/6J strain carrying the pan-leukocyte marker Ly5.2), and CAST/EiJ were originally received from The Jackson Laboratory (Bar Harbor, ME, United States). Animals used in reconstitution experiments were bred at our animal facility to generate female heterozygous F1 donor (CAST/EiJ × C57BL/6J-Ly5.2) and recipient (CAST/EiJ × C57BL/6J-Ly5.1) animals. Donor animals used in cell transfer experiments were <5 week-old and recipient animals were 5–16 week-old. This research project was reviewed and approved by the Ethics Committee of the IGC and by the Portuguese National Entity that regulates the use of laboratory animals.

### HSCs Isolation

The bone marrow was flushed out and single-cell-suspended with FACS buffer (1 × PBS, 2% FBS) from the tibia and femur using a syringe. The erythrocytes were lysed with red blood cell lysis buffer (RBC lysis buffer; 155 mM NH_4_Cl, 10 mM NaHCO_3_, 0.1 mM EDTA, pH 7.3) for 5 min and immediately rinsed and washed with FACS buffer. The cells were blocked with FcBlock (anti-CD16/32) for 15 min at 4°C and washed. Enrichment for lineage-negative cells was performed by incubating the cell suspension with a cocktail of biotin-conjugated antibodies for surface markers of lineage-committed cells (anti-CD45R/B220, anti-CD19, anti-CD11b/Mac1, anti-Ly-76/Ter119, anti-Ly6G/Gr1, and anti-CD3) and, subsequently, lineage-marked cells were depleted using MACS Streptavidin MicroBeads (Miltenyi Biotec) for negative selection of lineage-positive cells by immunomagnetic separation using a MACS column (Miltenyi Biotec). Cells were further stained with PI and fluorophore-conjugated antibodies: APC-conjugated anti-c-Kit, PE-Cy7-conjugated anti-Sca-1, BV421-conjugated anti-CD48, PE-conjugated anti-CD150, and Streptavidin-APC-Cy7, to isolate LH-HSCs (Kiel et al., 2005). Single LT-HSCs were sorted on a FACSAriaIII using the single-cell deposition unit into the individual wells of Terasaki plates (no. 452256, MicroWell 60-well MiniTray, Nunc Brand, Thermo Fisher Scientific Inc.) preloaded with 15 μl of FACS buffer. Each well was examined in a 4°C room using an inverted microscope and only the wells with a unique cell were used in the reconstitutions.

### Animal Reconstitutions

Recipient females (5–16 week-old) received a sublethal 600 cGy dose of whole-body gamma irradiation (Gammacell 2000 Mølsgaard Medical), 2–6 h before an intravenous retro-orbital injection with a single HSC or 50–200 HSCs. Recipient animals were analyzed routinely 4 weeks after injection and every 2 weeks for up to 12 weeks for the presence of chimerism in the peripheral blood. Blood samples were collected from the submandibular vein in 0.5 M EDTA, erythrocytes were lysed using RBC lysis buffer, and the cells were then stained with PE-conjugated anti-Ly5.1 and FITC-conjugated anti-Ly5.2 antibodies, and analyzed on a FACSCanto or FACScan.

### Processing of Animal Samples

Animals showing chimerism 12 weeks post-reconstitution were sacrificed and processed by removing thymi, spleens, and bone marrow. Single-cell suspensions from bone marrow were obtained as described above using a syringe, and a 70-μM nylon mesh for the spleen and thymus. Erythrocytes were lysed with RBC lysis buffer for 5 min and immediately rinsed and washed with FACS buffer. Around 30% of the cell suspension from bone marrow was saved for reconstitution of sublethally irradiated secondary recipient female mice, which were injected by intravenous retro-orbital administration, and analyzed for chimerism 4 weeks post-injection as described above. Different stainings with labeled antibodies were used to analyze and sort lymphoid populations in the spleen and thymus and the myeloid population in bone marrow or spleen with FACSAriaIII, after cell blocking with FcBlock (anti-CD16/32). In experiment 6, a combination of PI, APC-Cy7-conjugated anti-Ly5.1, and PE-conjugated anti-Ly5.2 was used with markers PE-Cy7-conjugated anti-CD19, APC-conjugated anti-IgM, and BV786-conjugated anti-Mac1 for spleen; PE-Cy5-conjugated anti-CD4 and BV605-conjugated anti-CD8 for thymus; and PE-Cy5-conjugated anti-B220 and APC-conjugated anti-IgM for bone marrow. In experiments 13 and 15, a combination of PI, FITC-conjugated anti-Ly5.1, and PE-conjugated anti-Ly5.2 was used with markers PE-Cy7-conjugated anti-CD19 and APC-conjugated anti-IgM for spleen; PE-Cy7-conjugated anti-CD4 and BV605-conjugated anti-CD8 for thymus; and BV786-conjugated anti-Mac1 for bone marrow.

### RNA Extraction

After cell sorting, pellets were harvested by centrifugation and resuspended in 0.25 ml of TRIzol Reagent or 0.1 ml of Absolutely RNA Nanoprep Kit (Agilent #400753) lysis buffer. Homogenized samples were stored at −80°C until RNA isolation, which was performed according to the manufacturer’s protocols.

### Monoclonality Screening

To test for monoclonality before sequencing, RNA was isolated from the same repopulated animals using sorted cell populations other than the sequenced ones. cDNA was prepared using SuperScript IV (ThermoFisher #18090050) following the manufacturer’s recommendations. Two sets of primers, each flanking a different SNP of *Xist*, were used, namely: Fw1 5′aga​cgc​ttt​cct​gaa​ccc​ag with R1 5′aag​atg​ctg​cag​tca​ggc; and Fw2 5′gga​gtg​aag​agt​gct​gga​gag with R2 5′gtc​agt​gcc​act​att​gca​gc. PCR was performed with GoTaq DNA polymerase (Promega #M3005) using the following program: 5 min at 95°C, 45 cycles of 30 s at 95°C, 30 s at 60°C, and 25 s at 72°C, and a final elongation of 7 min at 72°C. The amplicons were separated in agarose gel, purified, and sequenced by Sanger sequencing with Fw1 or R2 primers.

### cDNA Library Preparation and Whole-Transcriptome Sequencing

Omega Bioservices, USA, performed cDNA library preparation and whole-transcriptome sequencing. According to the manufacturer’s protocol, RNA-seq libraries were prepared using SMART-Seq v4 Ultra Low Input RNA Kit (Clontech). Technical replicates of 10 ng of RNA were used as input. The RNA was primed by an oligo(dT) primer (3′ SMART-Seq CDS Primer II A), and first-strand cDNA synthesis was performed at 42°C for 90 min and 70°C for 10 min. The resulting cDNA was then amplified *via* PCR using the following program: 1 min at 95°C, eight cycles of 10 s at 98°C, 30 s at 65°C, and 3 min at 68°C, and a final elongation of 10 min at 72°C. 15–200 pg full-length cDNA was tagged and fragmented by the Nextera XT transposome (Illumina) and amplified by PCR: 30 s at 95°C, 12 cycles of 10 s at 95°C, 30 s at 55°C, and 30 s at 72°C, then 5 min at 72°C. Mag-Bind RxnPure Plus magnetic beads (Omega Bio-tek) were used to purify the library and provide a size-selection step. The libraries were then pooled in equimolar concentrations and sequenced on Illumina HiSeq 2500 machine (150 bp, paired-end).

### Allele-Specific Gene Expression Analysis From RNA-Seq

RNA-seq data analysis for AI estimation followed the ASEReadCounter* tool adapted from the GATK pipeline (Castel et al., 2015) for the pre-processing read alignment steps up to allele counts, and the statistical R package Qllelic.v0.3.2 for calculation of the QCC and estimation of confidence intervals for differential AI analysis (Mendelevich et al., 2021). RNA-seq reads were trimmed with cutadapt.v.1.14 using the wrapper trim_galore to remove nextera adapters. Sequencing reads were aligned with the reference genome (maternal) and imputed (paternal) with the STAR aligner v.2.5.4a, with default filtering parameters and accepting only uniquely aligned reads. Samtools mpileup (v.1.3.1) was used to estimate allele-specific coverage over SNPs. Gene models were generated by collapsing all exons belonging to the same gene, based on the GRCm38.68 RefSeq GTF file downloaded from ftp://ftp.ensembl.org/pub/release-68/gtf/, where overlapping regions belonging to multiple genes were excluded. Point estimates of AI for a gene were obtained as the ratio of maternal allele counts over total allelic gene counts. Gene abundance counts were obtained with featureCounts from the same bam files generated with the ASEReadCounter* alignment pipeline, and abundance was estimated as TMM-normalized counts with edgeR (Robinson and Oshlack, 2010). Genes with substantially low expression (<10 TMM-normalized counts) and nonrandom allelic biases (i.e., genes with AI lower than 0.1 or higher than 0.9 in all the 11 B cell samples or all the five T cell samples), which can be due to differences or parental imprinting, were removed from the analysis. Genes showing evidence of LOH in at least one sample, obtained from whole-exome sequencing (WES) data, were removed entirely from the analysis (in all samples). 

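Autosomal genes with at least 10 counts numbered 22554 in E6.2, 22321 in E6.43 and 21977 in E15.10. Of these, 1199 (5.32%), 1242 (5.56%) and 1151 (5.24%) had an AI under 0.25 or over 0.75. The AI was under 0.25 for 522, 554 and 359 genes and over 0.75 for 677, 688 and 792. Among 21802 autosomal genes measured in all 3 libraries, 485 were in this range in every library, 300 in both E6 libraries alone, 116 in E6.2 alone, 202 in E6.43 alone and 466 in E15.10 alone. Another 71 were shared by E6.2 and E15.10 and 76 by E6.43 and E15.10, and 20086 were in the range in no library. Of the 300 genes of both E6 libraries, 115 lie in a single stretch of chromosome 7.
Genes in the range in 1 library and between 0.4 and 0.6 in the others, with at least 50 counts in each, numbered 6 for E6.2, 18 for E6.43 and 51 for E15.10. The best covered in E6.2 were *Rpl29-ps1* (AI 0.246 from 703 counts), *Gm11424* (0.236 from 364) and *2010001K21Rik* (0.762 from 248), of which the first pair are processed pseudogenes. In E6.43 they were the gene ENSMUSG00000051480 (0.778 from 486 counts), the long noncoding *Gm9949* (0.782 from 386) and the processed pseudogene *Gm12858* (0.206 from 282). In E15.10 they were *Smok2a* (0.815 from 3844 counts), a member of a multigene family, and the processed pseudogenes *Gm6166* (0.956 from 472) and *Gm4294* (0.0877 from 422). Reads of pseudogenes and of gene families can be shared with near-identical copies, which makes these values uncertain. By fold, a minimum of 90 counts moved the numbers of genes in the range most, to 761 in E6.2, 686 in E6.43 and 438 in E15.10.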

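The longest run of neighbouring autosomal genes whose running median AI over 9 genes stayed under 0.25 was on chromosome 7 in both E6 libraries, from 29719147 to 35802648 (GRCm38, 6.08 Mb). It extends from *Catsperg2* to *E130304I02Rik* and held 127 measured genes in E6.2 and 128 in E6.43. The median AI of its genes was 0.0259 in E6.2, 0 in E6.43 and 0.543 in E15.10. Maternal counts were 3.30% of 85899 counts in E6.2 (interval 3.18 to 3.42), 0.942% of 59523 in E6.43 (0.868 to 1.02) and 53.9% of 79400 in E15.10 (53.5 to 54.2). In the E6 libraries 126 genes each were under 0.25, and 4 genes were in the LOH range in E15.10. *Cd22*, which encodes a B cell surface protein, at 30865402 to 30880342, had 0 maternal counts of 1757 in E6.43, which allows an AI of up to 0.00171 by the limit of 3 counts and 0.00218 by the Wilson interval, and 77 of 2594 in E6.2. *Wdr62* (30240138 to 30280419) had AI values of 0.0169, 0.00122 and 0.525 in E6.2, E6.43 and E15.10, *Dpy19l3* (35685165 to 35754454) 0.0271, 0.00118 and 0.478, and *Catsperg2* 0.0342, 0.0106 and 0.543. *Sbsn* (30751471 to 30756134), the best covered gene, kept more maternal counts, with 0.0757, 0.0591 and 0.466. At the far end, *E130304I02Rik* had 5 maternal of 35 counts in E6.2 and 0 of 10 in E6.43. No other run held more than 15 genes, and 0 of the 14 genes of Fig. 4B lie in the run.
The run took 45.4 of 10000 autosomal counts in E6.2, 47.0 in E6.43 and 74.7 in E15.10. Over its 963 SNPs with at least 30 counts in all, the share relative to E15.10 was 0.602 in E6.2 and 0.624 in E6.43. In 185 stretches of as many SNPs elsewhere, paternal counts alone, as 1 remaining copy would leave, gave relative shares of 0.273 to 0.863 (5th to 95th percentile) in E6.2 and 0.292 to 0.811 in E6.43. Doubled paternal counts, as 2 paternal copies would leave, gave 0.546 to 1.73 and 0.585 to 1.62, so the uncorrected shares lie in both ranges. The libraries differ in GC content, with 8.39%, 7.76% and 4.00% of counts at SNPs with under 0.4 GC in E6.2, E6.43 and E15.10. Corrected for GC content in windows of 7 sizes, a choice made after the data were seen, the share was 0.865 in E6.2 and 0.853 in E6.43, outside the range of 1 copy. Under that correction, paternal counts alone gave 0.411 to 0.530 and 0.412 to 0.536. With GC content within 150 bp of each SNP alone, the share was 0.653 in E6.2 and 0.669 in E6.43. The upper ends for 1 copy were then 0.653 and 0.645, and the lower ends for doubled paternal counts 0.695 and 0.722. With windows of 4 kb added, the share was 0.778 and 0.779, above the range of 1 copy and under that of doubled paternal counts. With each GC correction the run lay at or above the upper end for 1 copy in both libraries. Within 150 bp and with 4 kb added, it lay under the range of doubled paternal counts as well. A simulated ratio of 1 was returned as 0.778 by the binomial fit within 150 bp, so that setting reads low. The uncorrected shares lie in both ranges, so these counts do not settle between 1 remaining copy and 2 paternal copies. Here 2 paternal copies stands for 2 copies with CAST alleles, and whether these arose by LOH or were inherited was not tested.

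**Figure D3:**
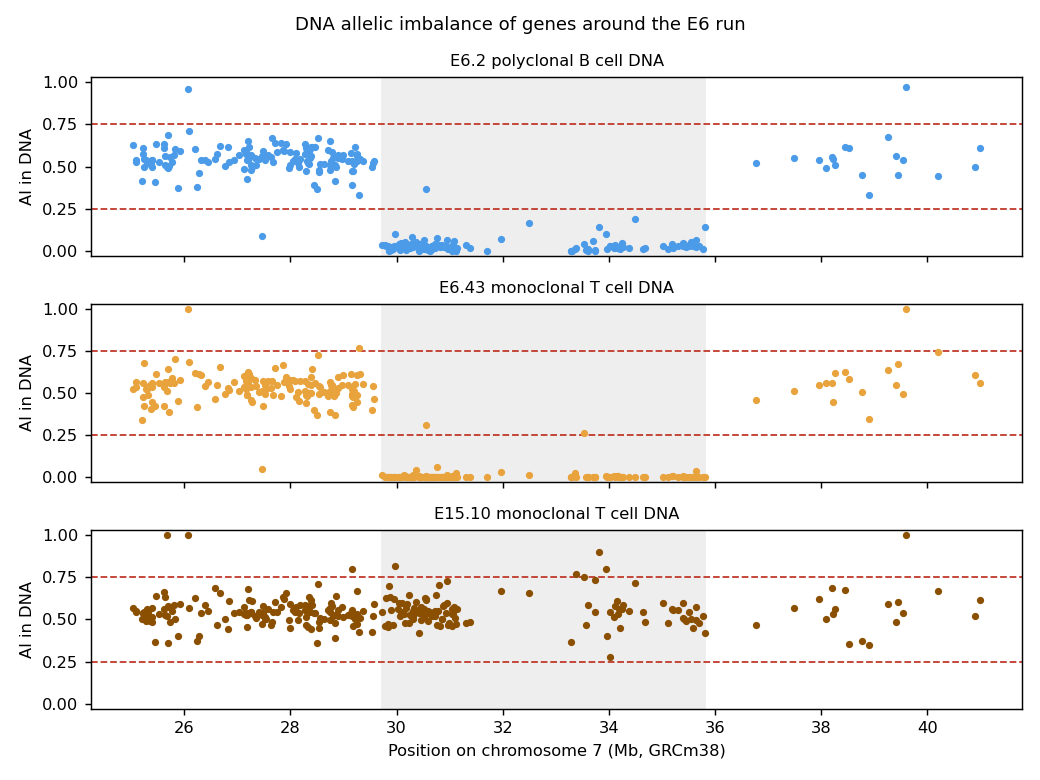
AI in DNA (vertical axis) of genes by position on chromosome 7 (horizontal axis, Mb, GRCm38) in E6.2, E6.43 and E15.10. Each point is a gene with at least 10 counts, dashed lines mark 0.25 and 0.75, and the grey band marks the run, in which the points of both E6 libraries drop close to 0 and those of E15.10 do not.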

In all samples (polyclonal and monoclonal) of E6 the same large deletion was found. To mitigate the impact of *trans* effects from this deletion on the AI results at the genome-wide level, we used more stringent exclusion criteria (i.e., genes with AI lower than 0.25 or higher than 0.75 in all the four samples were removed from the analysis for B cells).

### XCI Escapees

An X-linked gene was considered an XCI escapee if substantial expression from the inactive X chromosome was identified in the single-HSC derived sample. The comparisons were performed by applying the binomial test with QCC correction for technical replicates (Mendelevich et al., 2021). To consider a gene as an escapee, we defined three criteria: 1) in at least two samples from the same tissue (B or T cells) or at least one B cell sample and one T cell sample, the AI value must be above (or below) the median AI value of all genes plus (or minus) 0.1 when the CAST (or B6) X chromosome is expressed; 2) the expression must be higher than 10 TMM-normalized counts (Robinson and Oshlack, 2010); 3) and the median of AI in the control samples (polyclonal and non-clonal samples) must be balanced (0.5 ± 0.2) (Supplementary Figure S7).

### VDJ Clonotypes

Immunoglobulin rearrangements were detected with MiXCR-3.0.12 (Bolotin et al., 2015; Bolotin et al., 2017), by alignment of RNA-seq raw reads with reference germline V, D, J, and C gene sequences and assembly into clonotypes using the same analysis tool.

### DNA Library Preparation and Whole-Exome Sequencing

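The cell types of the DNA samples were checked on the antigen receptor segments, which are cut out of the genome when B cells and T cells rearrange their receptors. *Trdd1*, a T cell receptor delta segment that T cells lose when they rearrange the alpha locus, had 136 counts in the B cell library of E6.2 and 4 and 1 counts in the T cell libraries of E6.43 and E15.10. T cell receptor alpha joining segments took 201 of every 1000000 autosomal counts in E6.2, 98.2 in E6.43 and 49.6 in E15.10, and beta joining segments 135, 49.2 and 27.8. Immunoglobulin heavy chain diversity segments went the other way, with 61 counts in E6.2, 218 in E6.43 and 125 in E15.10, or 3.23, 17.2 and 11.8 of 1000000. Heavy chain joining segments took 5.39, 15.5 and 16.1 of 1000000. Immunoglobulin variable segments did not follow this order. They took 5163, 5933 and 2204 of 1000000 for the heavy chain in E6.2, E6.43 and E15.10, and 4867, 4617 and 1705 for the kappa chain. T cell receptor variable segments fell in the order of the joining segments of these receptors. They took 3092, 1837 and 1049 of 1000000 for the alpha chain and 611, 345 and 147 for the beta chain. There is only 1 B cell library, and capture can differ between libraries.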

DNA was recovered from samples (E6.2-B220^+^IgM^+^ from bone marrow, E6.43-CD4^+^CD8^−^ from thymus, E15.10-CD4^+^CD8^−^ from thymus) stored in TRIzol Reagent according to the instructions of the manufacturers, resuspended in DNase-free water, and stored at −20°C. Novogene, UK, performed DNA library preparation and WES using Agilent SureSelect Mouse All ExonV6 kit (Agilent Technologies) following the manufacturer’s recommendations, and x index codes were added to attribute sequences to each sample. The genomic DNA samples were randomly fragmented by sonication (Covaris) to the size of 180–280 bp fragments. The remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3′ ends of DNA fragments, adapter oligonucleotides were ligated. DNA fragments with ligated adapter molecules on both ends were selectively enriched in a PCR reaction. The libraries were hybridized with biotin-labeled probes, and magnetic beads with streptomycin were used to capture the exons. After washing beads and digesting the probes, the captured libraries were enriched in a PCR reaction to add index tags. The products were purified with the AMPure XP system (Beckman Coulter). DNA libraries were sequenced on an Illumina platform (150 bp, paired-end). Read alignment and allele counts were based on the ASEReadCounter* pipeline; genes with total allelic counts of <10 and genes with nominal AI >0.75 or <0.25 were excluded.

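The number of genes this filter removes was set beside the number that sampling gives. From each gene's counts and the overdispersion of its library, sampling around the library median alone gave 67.3 autosomal genes in the excluded range in E6.2, 106 in E6.43 and 153 in E15.10, the library with the lowest depth. The overdispersion was estimated from genes outside that range, which lowers these numbers. With at least 50 counts, 894, 832 and 604 genes were in the range, against 12.8, 25.5 and 33.9 from sampling. Requiring the whole interval to lie in the range left 793, 776 and 506 genes. With limits of 0.3 and 0.7, the number for E15.10 was 1860. The table of AI values that the authors deposited for the series lists genes with at least 90 counts, 21116 in E6.2, 19816 in E6.43 and 17847 in E15.10, and its totals were equal to those of the library files for each of these genes.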

### Abelson Clones

The v-Abl pro-B clonal cell lines Abl.1, Abl.2, Abl.3, and Abl.4 were derived previously from 129S1/SvImJ × CAST/EiJ F1 female mice by expansion of FACS-sorted single cells after immortalization (Zwemer et al., 2012). Immortalized B cell clonal lines were cultured in Roswell Park Memorial Institute (RPMI) medium (Gibco), containing 15% FBS (Sigma), 1 × L-Glutamine (Gibco), 1 × Penicillin/Streptomycin (Gibco), 0.1% β-mercaptoethanol (Sigma). The culture medium also contained 1% DMSO. On day 2 of the culture, 5 × 10^6^ live cells were collected after sucrose gradient centrifugation (Histopaque-1077, Sigma, Cat 10771), and RNA was extracted from 2 × 10^5^ cells using Sera-Mag SpeedBeadsTM (GE Healthcare), a magnetic beads-based protocol. Two libraries were prepared per clone using the SMARTseqv4 kit (Clontech), starting with 10 ng input RNA for each library according to manufacturer’s instructions. Abl.1 clone was sequenced on the Illumina NextSeq 500 machine (75 bp, single-end); clones Abl.2, Abl.3, and Abl.4 were sequenced on Illumina HiSeq 4000 machine (150 bp, paired-end). RNA-seq data analysis followed the same pipeline as for HSC-derived clones *in vivo*, with exception of the maternal reference genome, which was 129S1/SvImJ. These data were originally generated for the work described by Gupta et al. (2021).

The remaining cells after sucrose gradient collection were washed with 1 × PBS and frozen on dry ice for genomic DNA extraction by GenElute Kit (Sigma, #G1N10-1KT). LC Sciences (TX, United States) performed library preparation, QC, and WES (50x). SureSelect (Agilent Technologies) was used for exome capture following recommendations of the manufacturer. Reads were generated using a Hiseq X Ten sequencing instrument (Illumina; 150 bp, paired-end). Read alignment and allele counts were based on the pipeline used for the RNA-seq of Abelson clone genes with total allelic counts of <10 and those with nominal AI >0.7 or <0.3 were excluded (Gupta et al., 2021).

### Statistical Analysis

The difference between the AI point estimates of two clones, or the difference of point estimate and a threshold (e.g., X-chr escapees), was accepted as significant after accounting for experiment-specific overdispersion of two technical replicates using the R package Qllelic.v0.3.2 (Mendelevich et al., 2021).

## Data Availability

The datasets presented in this study can be found in the NCBI GEO repository with the GSE174040 and GSE144007 accession numbers.

# Supplementary material for: In Vivo Clonal Analysis Reveals Random Monoallelic Expression in Lymphocytes That Traces Back to Hematopoietic Stem Cells
**Source:** Front Cell Dev Biol. 2022 Aug 8;10:827774. doi: 10.3389/fcell.2022.827774
**Supplement:** Supplementary file 1

## **Supplementary Data**

## Supplementary Tables

**Supplementary Table 1.** Percentages of reconstituted animals for 16 experiments at 12 weeks post injection.

**Supplementary Table 2.** List of genes with nonrandom allelic imbalance (AI) in the B and T cell samples of this study (TMM-normalized counts > 10) or reported in the literature to display parental imprinting.

The list of imprinted genes was retrieved from <https://www.geneimprint.com> and Tucci et al., 2019. A total of 167 genes were discoverable in the annotation file used in this study ([ftp://ftp.ensembl.org/pub/release-68/gtf/Mus\\_musculus.GRCm38.68.gtf](ftp://ftp.ensembl.org/pub/release-68/gtf/Mus_musculus.GRCm38.68.gtf)). The “Bias” threshold was set at 15% expression for the silenced allele and inclusion criteria was “all samples with a measurement”. Additionally, an exclusion criteria due to missing datapoints was applied: for B cells (total = 11 samples), a minimum number of non-missing values was N=6, and if less than 6, the gene was classified as “maybe”; for T cell (total = 5 samples), one failed sample was enough for the gene to be classified as “maybe”. Of the reported imprinted genes, 55 were expressed in our B cell samples, and 62 in T cell samples. To our knowledge, there are no accounts of imprinted genes in B or T cells in the literature. Of the 55 imprinted genes expressed in B cells, only 4 have been confirmed as imprinted in a related lymphoid tissue, the spleen (asterisks [\*]; Andergassen et al, 2017), while only 5 genes were imprinted in the thymus among the 62 “imprinted” genes that were also expressed in T cells (Andergassen et al, 2017). The rows in the table are ordered: first biased (yes>maybe>no), then imprinted. Red highlights genes with nonrandom bias in both B and T cells. Blue highlights the genes described in the literature as imprinted and expressed biallelically in both B and T cells in our study. Purple highlights genes with nonrandom bias in both B and T cells and described in the literature as imprinted. There are imprinted genes in the literature that in our samples do not reach the AI nonrandom bias threshold criteria (<15% expression for the silenced allele), but are biased (e.g., *Impact*, see also **Supplementary Figure 6**). The only confirmed lymphoid imprinted gene (in spleen or thymus) we studied that is not biased in our B or T cell samples is *Commd1*. The abundance mean of all analyzed genes is  $115.03 \pm 477.90$  in B cells and  $101.65 \pm 218.74$  in T cells (not significantly different from the abundance mean from this table by t-test). 

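Supplementary Table 2 lists genes with a nonrandom AI in the RNA of this study together with genes the literature reports as imprinted. Of its 271 gene names, 250 were matched to genes of the exome files. At least 10 counts in DNA were reached by 232 of them in E6.2, 228 in E6.43 and 227 in E15.10. Their median AI in DNA was 0.539, 0.539 and 0.536, and 182, 174 and 167 genes lay between 0.4 and 0.6. An AI under 0.25 or over 0.75 was found for 7 genes in E6.2, 6 in E6.43 and 7 in E15.10. *Rps6-ps4*, *Gm15710* and *Gm10717* were in that range in all 3 libraries, from between 19 and 89 counts. *Rps6-ps4* and *Gm15710* are processed pseudogenes, whose reads can be shared with other copies.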

Genes with low expression levels (<10 TMM-normalized counts) and genes suspected of LOH (detected by WES) were removed from the study and this table.

**Supplementary Table 3.** XCI escapees identified by other studies and our study showing values of AI and expression in HSC-derived lymphocytes *in vivo* from our NGS data. Genes in bold are escapees identified in our study. Genes in red are X escapees reported in the literature that were not expressed in our samples. Genes in blue were not included in our study due to lack of SNPs to estimate allelic imbalance. The abundance mean is represented in TMM-normalized counts.

**Supplementary Table 4.** List of all statistically significant AI differences between samples for the 14 genes identified as putatively RME in B cells (related with Figure 4A). P-value associated with each comparison after applying the QCC correction to the binomial test (Mendelevich et al., 2021). The dAI is the difference between AI values. Clonality indicates whether the sample was originated upon expansion of 1, 50 or 200 transplanted cells. Shaded rows highlight comparisons between only monoclonal (shaded) or only polyclonal samples (unshaded).

**Supplementary Table 5.** Probability of finding AI for any given gene in the monoclonal animals due to somatic indels and single nucleotide variants (null hypothesis). The parameter values based on the literature that are overestimations (as explained in the comments) are shown in bold. We privileged studies of murine cells (references in bold) and used studies on human cells as the second-best option (references in italics). Most parameter values based on assumptions (in italics) are also overestimations. This estimation suggests that not all AI patterns of the 14 genes we identify can be explained by somatic mutations. The most notable example is *Pkp3*, for which we show the probability (which led us to reject the null hypothesis of a genetic mutation explanation for the AI pattern).

**Supplementary Table 6.** *Pkp3* AI data from the 28 libraries. We emphasize the concordance of the AI data between replicas of the same samples (3<sup>rd</sup> and 4<sup>th</sup> columns;  $r^2=0.987$ ,  $P= 1.577 \times 10^{-14}$ ) and between B and T cells (AI average, in red;  $r^2=0.976$ ,  $P= 0.0123$ ) from the same animal (E13, in bold). The dispersion (standard deviation) of the monoclonal and polyclonal AI values for B cells is distinct (asterisks, F test, P-value = 0.0155).

## Supplementary Figures

### Progenitor

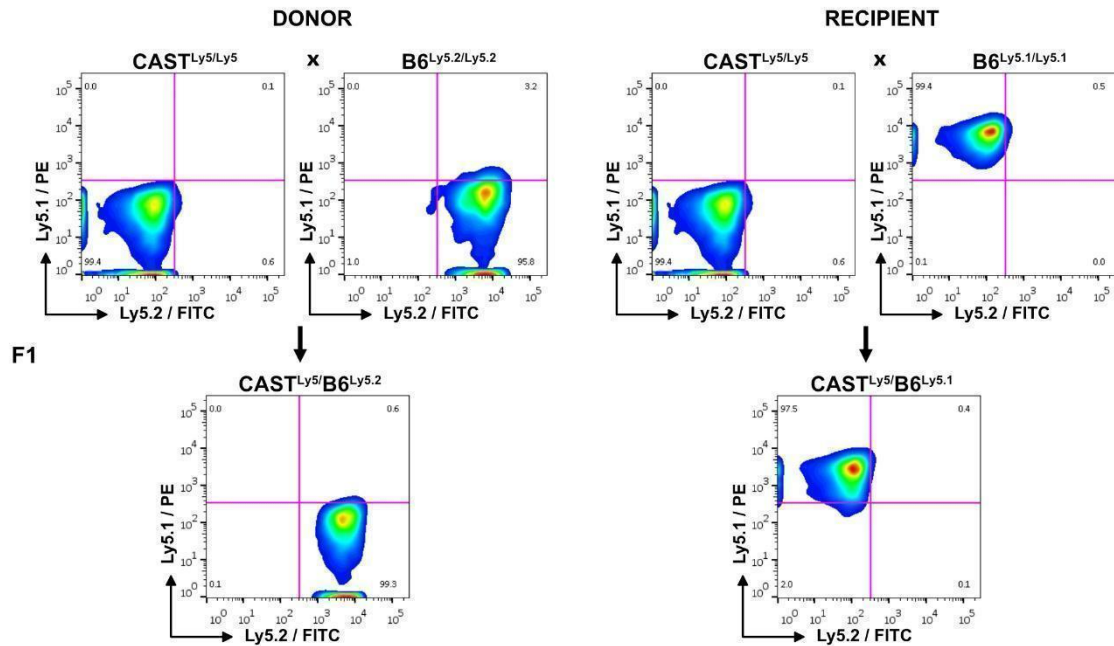

**Supplementary Figure 1.** Ly5.1 and Ly5.2 pan-leukocytic markers were used to distinguish recipient and donor cells in reconstituted animals, respectively. Ly5.1 and Ly5.2 do not label the CAST progenitor line, and when CAST is crossed with B6<sup>Ly5.1/Ly5.1</sup> or B6<sup>Ly5.2/Ly5.2</sup>, to produce the recipient and donor F1 animals, respectively, the recipient and donor cells are distinguishable by these two markers. Blood samples of progenitor and descendants (F1) were lysed for red cells, stained with FITC-conjugated anti-Ly5.2 and PE-conjugated anti-Ly5.1, and analyzed using FACSCanto.

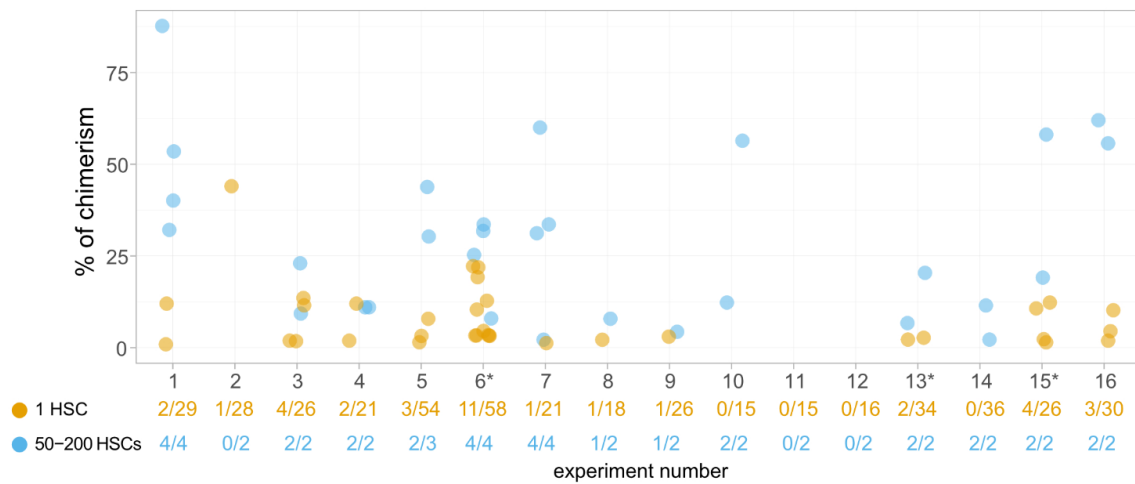

**Supplementary Figure 2.** Percentages of chimerism identified in the blood of reconstituted animals for 16 experiments at 12 weeks post-injection (orange dots, monoclonal animals; blue dots, polyclonal animals). An animal was considered reconstituted if the chimerism percentage was above 1%. The sequenced samples in this study belong to experiments 6, 13, and 15 (marked with asterisk (\*)).

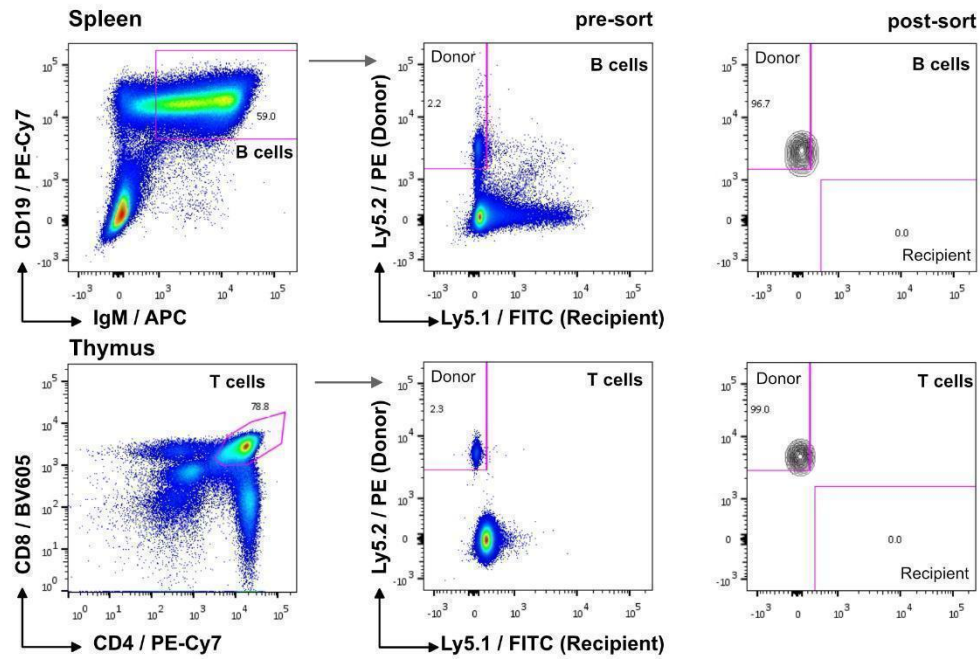

**Supplementary Figure 3.** Representative plots of pre-sorted and post-sorted B/T-cell populations of an animal reconstituted with a single HSC. Cells from the spleen and thymus of recipient animals were isolated, stained for B-cell markers with PE anti-Ly5.2, FITC anti-Ly5.1, and PE-Cy7 anti-CD19 and APC anti-IgM (splenocytes), or T-cell markers with PE-Cy7 anti-CD4 and BV605 anti-CD8 (thymocytes), and sorted on a FACSARIA. The cells were gated for PI<sup>-</sup> to exclude dead cells and on Ly5.2<sup>+</sup>/Ly5.1<sup>-</sup> to obtain pure donor cells, and then for CD19<sup>+</sup>/IgM<sup>+</sup> to select B-cells or for CD4<sup>+</sup>/CD8<sup>+</sup> to select for T-cells. The purity of sorted cells was assessed by analyzing 150–250 of the sorted cells.

*Xist* locus

**SNP rs29080019**

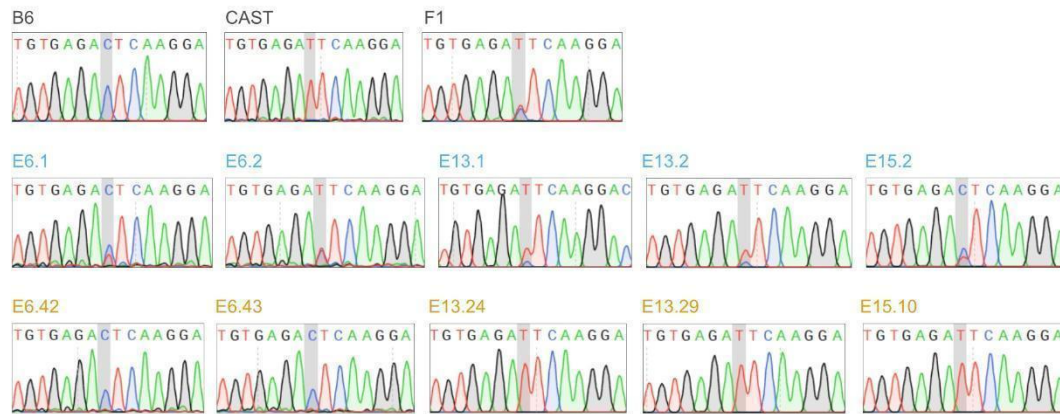

**SNP rs29080486**

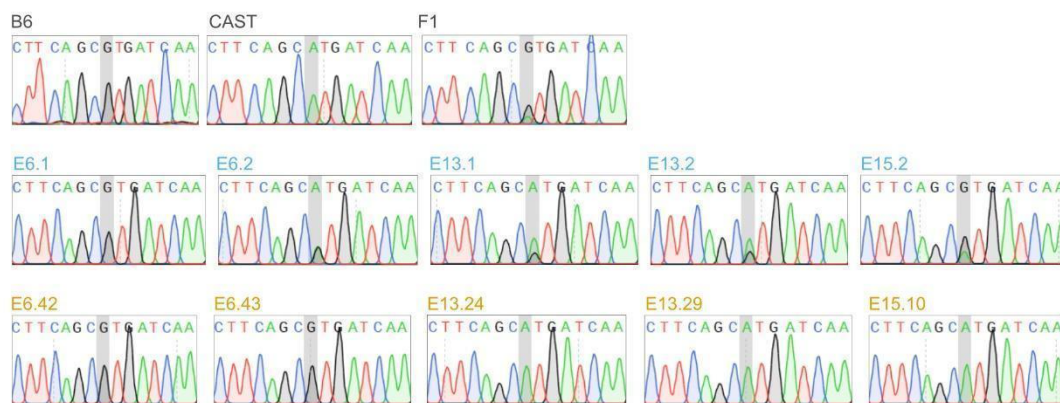

**Supplementary Figure 4.** Monoclonality screening was used to confirm if the recipient system was reconstituted with a single HSC. The cDNA Sanger sequencing chromatograms cover a region with two SNPs in the *Xist* locus that allow us to assign the *Xist* transcript to the CAST or B6 X chromosome. Due to XCI, when a single cell is used for the reconstitution, a single peak is expected in the position of the SNP; when multiple cells were used for reconstitutions, two peaks should be observed in each of the SNP positions. Samples E6.1, E6.2, E13.1, E13.2 and E13.5 are cells expanded after the injection of multiple HSCs (polyclonal samples), samples E6.42, E6.43, E13.24, E13.29 and E15.10 are cells expanded after the injection of a single HSC (monoclonal samples).

A.

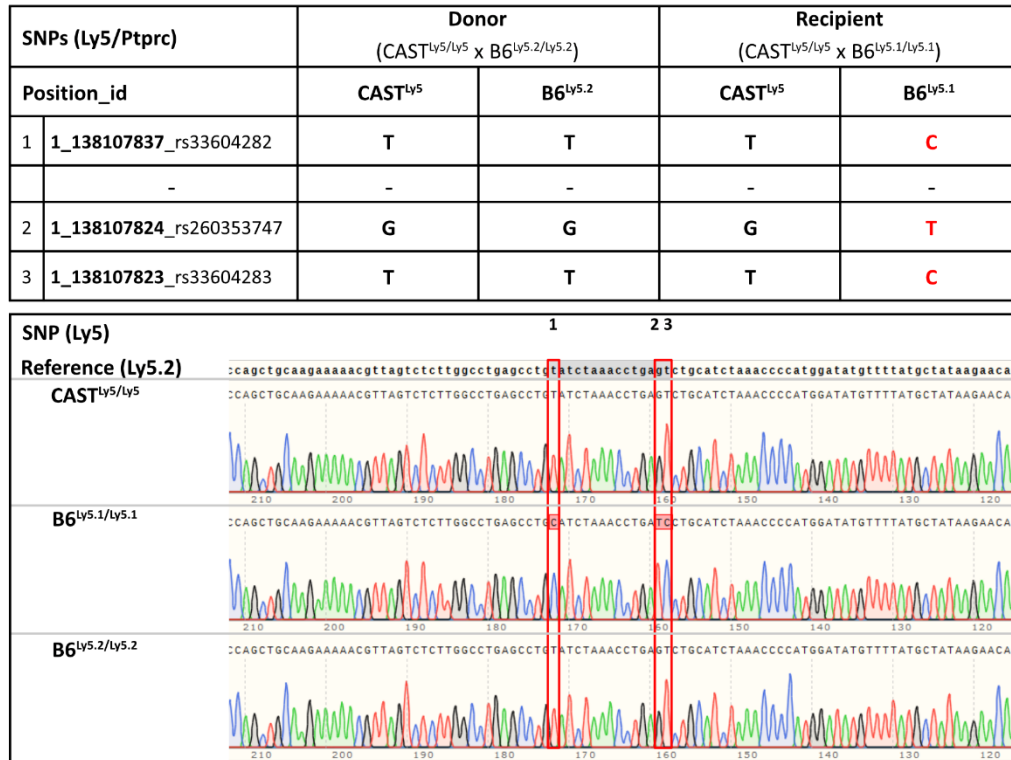

B.

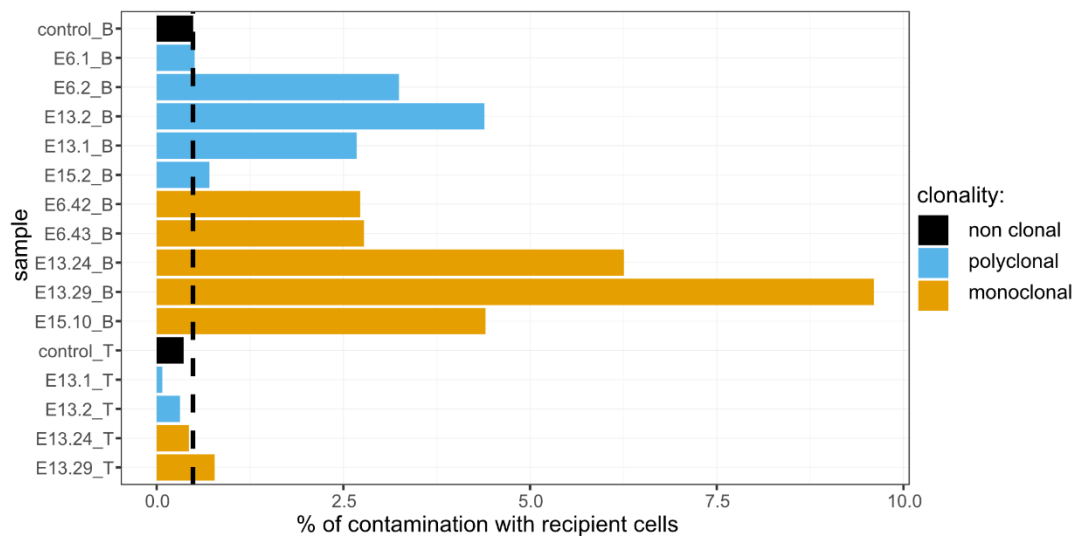

**Supplementary Figure 5.** Estimation of donor population contamination with recipient cells. **(A)** Identification and cDNA Sanger sequencing focusing on three different SNPs for the *Ly5* gene that distinguish two pan-leukocytic markers, *Ly5.1* and *Ly5.2*, present in the recipient and donor animals, respectively. CAST and B6 *Ly5.2* loci are indistinguishable, but B6 *Ly5.1* has different variation, allowing the estimation of the level of recipient cell contamination in the sorted donor cell populations. **(B)** Percentages of recipient cells (*Ly5.1*<sup>+</sup> cells) estimated in the sorted donor cell populations based on next-generation sequencing results. Nucleotide bases for *Ly5.1* and *Ly5.2* were counted for each SNP position. The bar corresponds to the average of two replicates. The dashed line (0.5%) represents the percentage of artifactual SNPs due to errors introduced by sequencing, which was estimated by sequencing of an unmanipulated donor mouse.

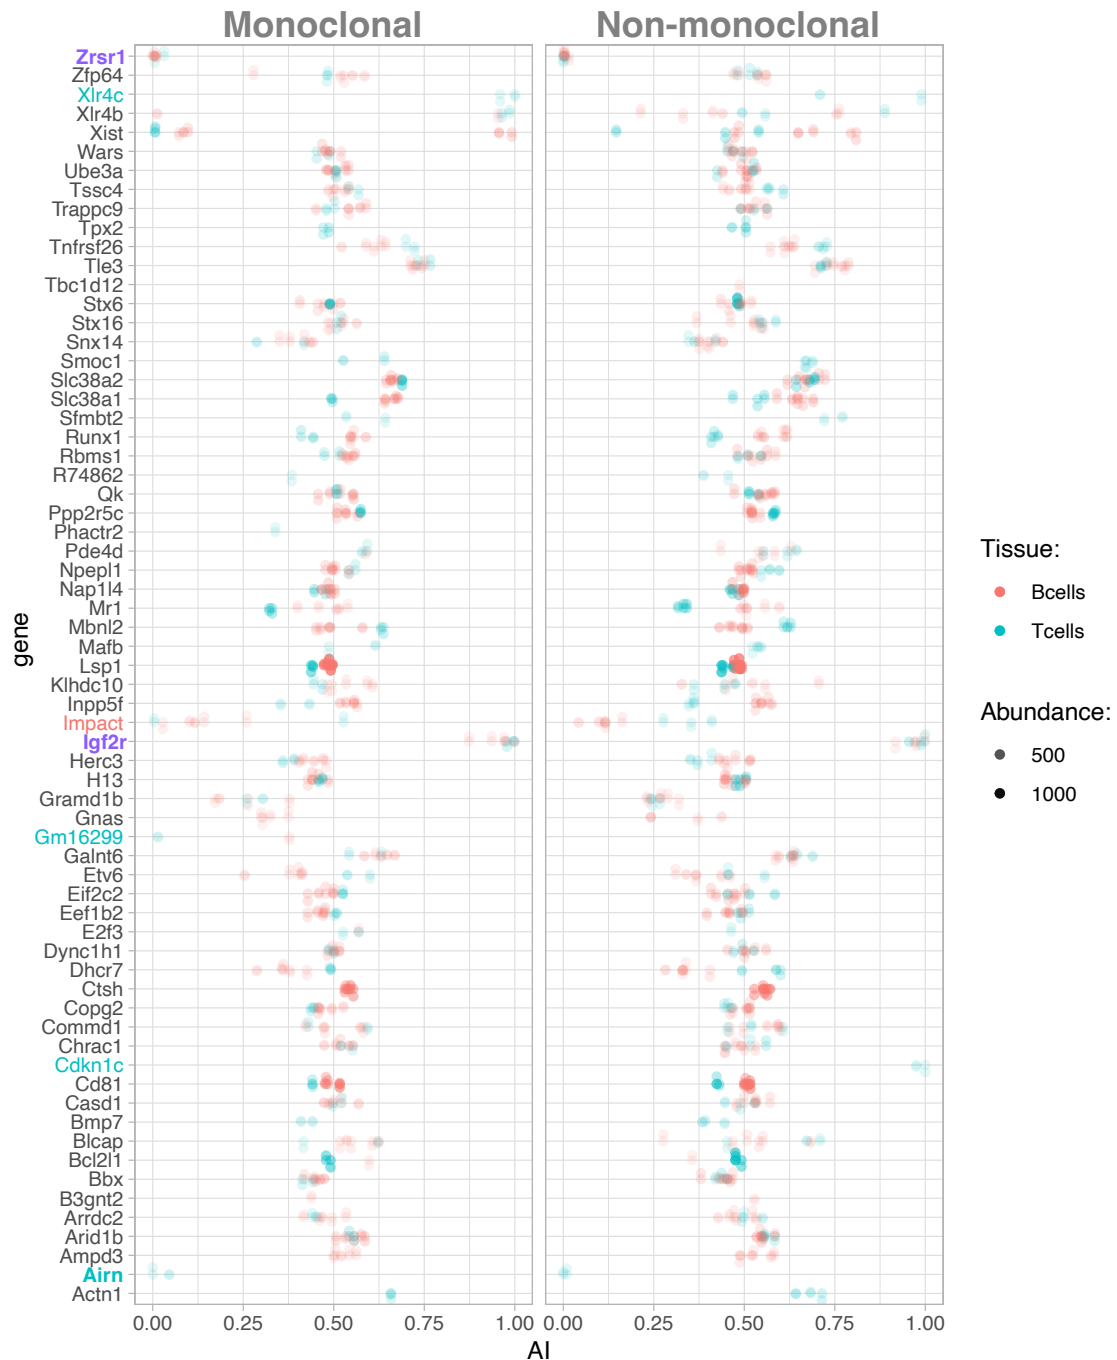

**Supplementary Figure 6.** Imprinted genes expressed in B cells or T cells in this study. The list of imprinted genes was retrieved from <https://www.geneimprint.com> and from Tucci et al., 2019. A total of 66 imprinted genes were expressed (55 in B cells and 62 in T cells), out of 167 imprinted genes discoverable in the annotation file used in this study ([ftp://ftp.ensembl.org/pub/release-68/gtf/Mus\\_musculus.GRCm38.68.gtf](ftp://ftp.ensembl.org/pub/release-68/gtf/Mus_musculus.GRCm38.68.gtf)). Genes highlighted in purple are randomly biased in B cells and T cells. Genes highlighted in light blue or light red could have tissue-specific interest, although not necessarily reaching our criteria for “randomly biased”. Genes in bold were classified as randomly biased. Genes with low expression levels (<10 TMM-normalized counts) and genes suspected of LOH (detected by WES) were not included. This figure is related to **Supplementary Table 2**.

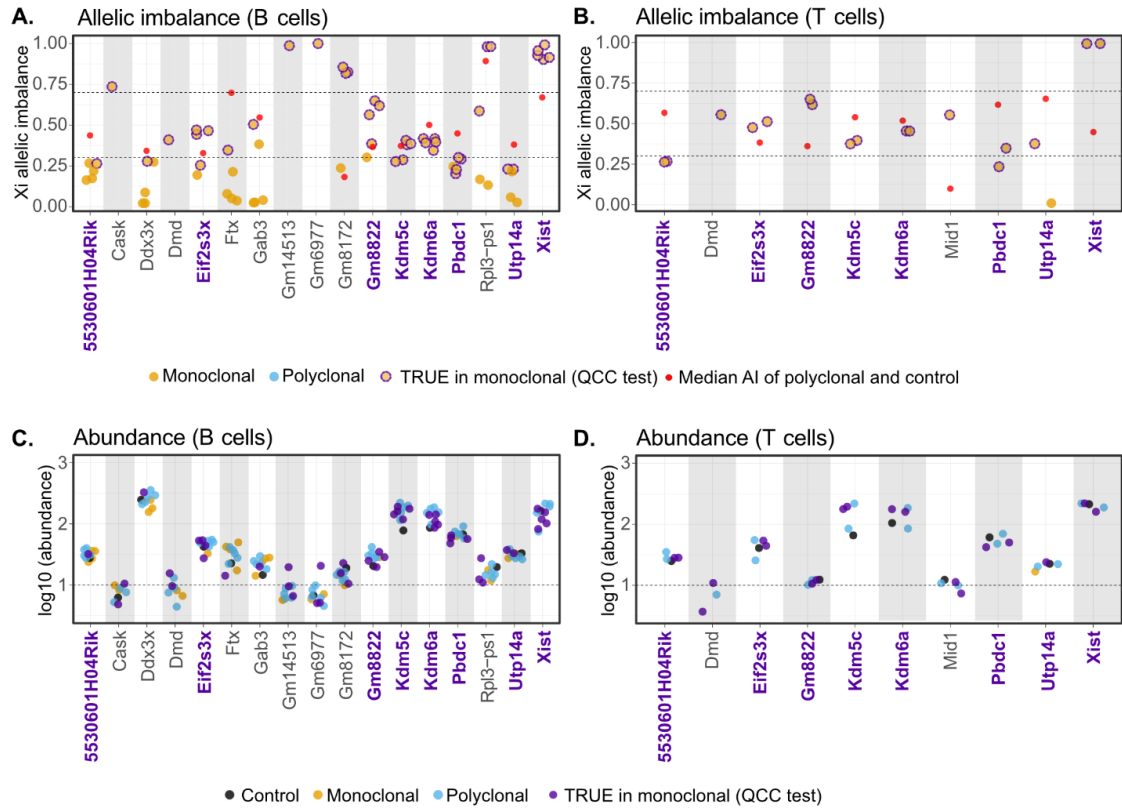

**Supplementary Figure 7.** Identification of XCI escapees. **(A), (B)** AI of X-linked genes for B and T cells. As a convention, an AI=1 means that the gene is 100% expressed from the allele of the inactive chromosome X (Xi); *Xi allelic imbalance*=1 means that the gene is 100% expressed from the inactive X-linked allele; *Xi allelic imbalance*=0 means that only the active X-linked allele was detected. Dots represent genes with expression higher than 10 TMM-normalized counts and only genes that were statistically different from the threshold at least once are shown. Yellow dots represent monoclonal samples; dotted violet stroke surrounding yellow dots denote statistical significance for that sample. Red dots represent the median of the AI observed for polyclonal and control samples (which are otherwise excluded from this top panel). Statistical significance was calculated by comparison of the AI with the sample-corrected threshold using binomial test and QCC correction. The threshold was calculated per sample, as 0.1 (which is the value usually found in the literature) + the value of the median of AI of all X-linked genes in the sample. **(C), (D)** Abundance (TMM-normalized counts) of the same genes and same samples represented in **(A), (B)**. In addition, individual polyclonal and control samples are shown, as well as samples with abundance <10. Violet dots represent the monoclonal samples in which the AI significantly deviates from the sample-corrected threshold. Yellow dots represent the other monoclonal samples, blue dots, the polyclonal samples, and black dots are the control samples. Genes in violet (*x-axis*) were identified as escapees using three criteria: 1) only samples with abundance higher than 10 were considered; 2) the median of AI in the control samples (polyclonal and control samples) was balanced ( $0.5 \pm 0.2$ ); and 3) the AI of the gene is statistically different from the threshold in at least two samples, irrespective of the tissue.

## B cells

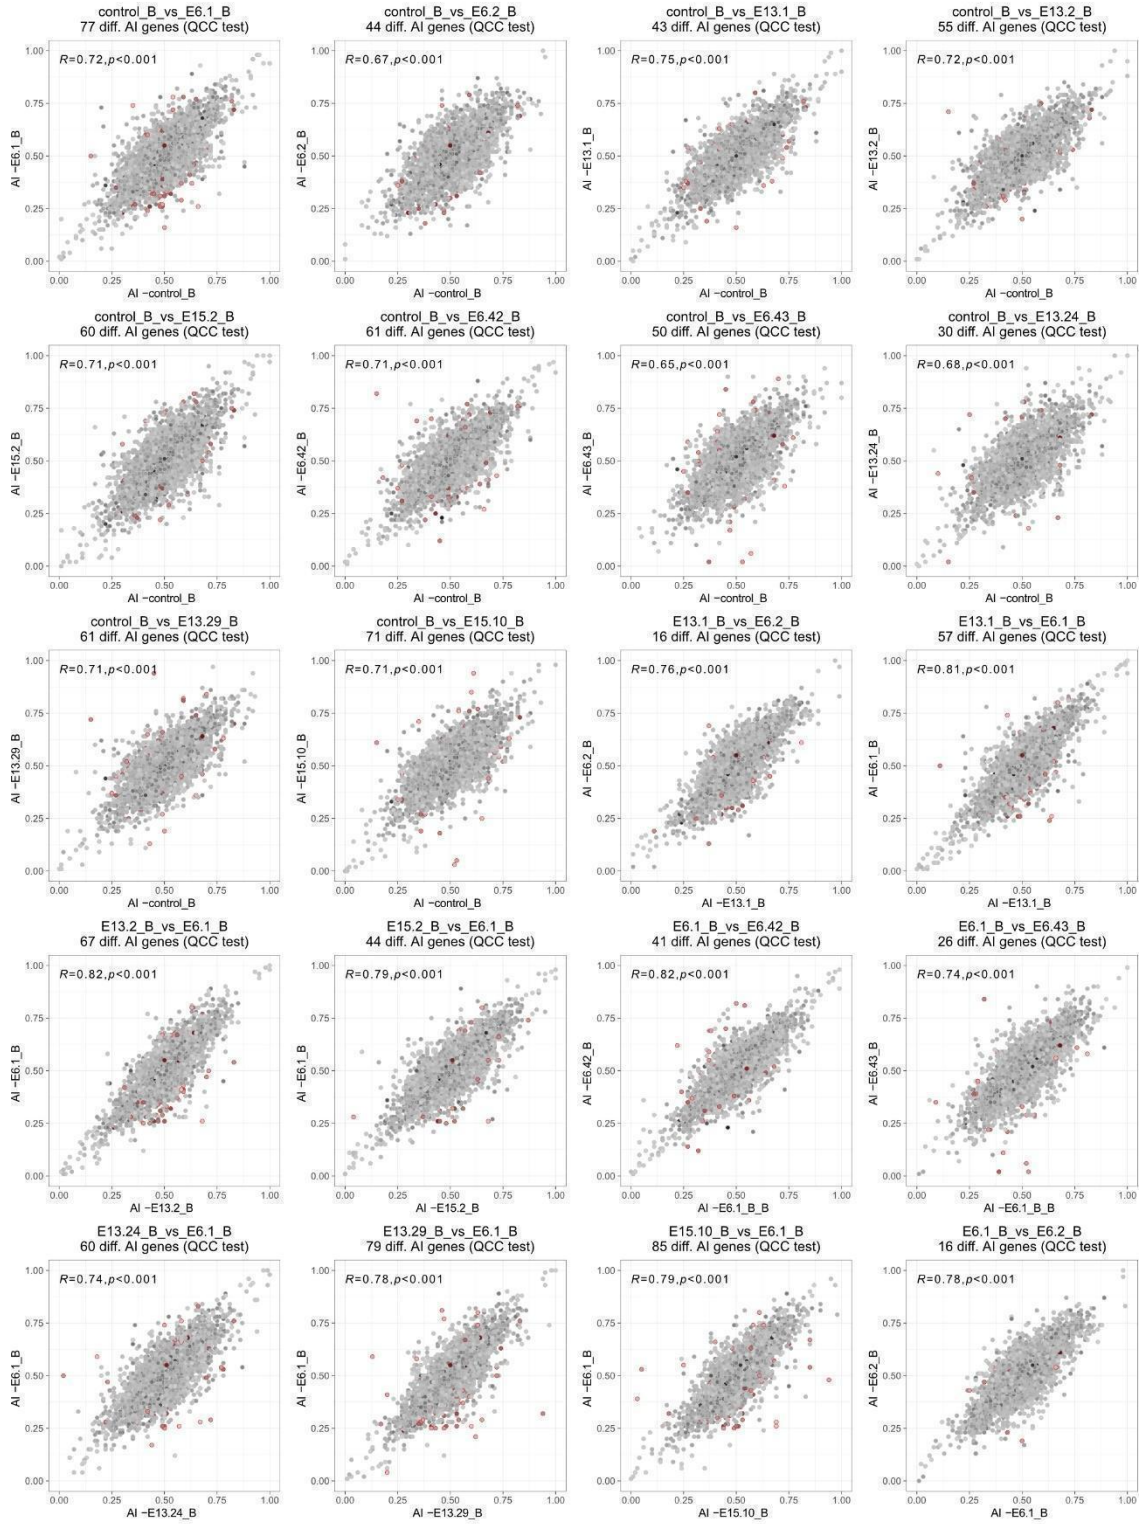

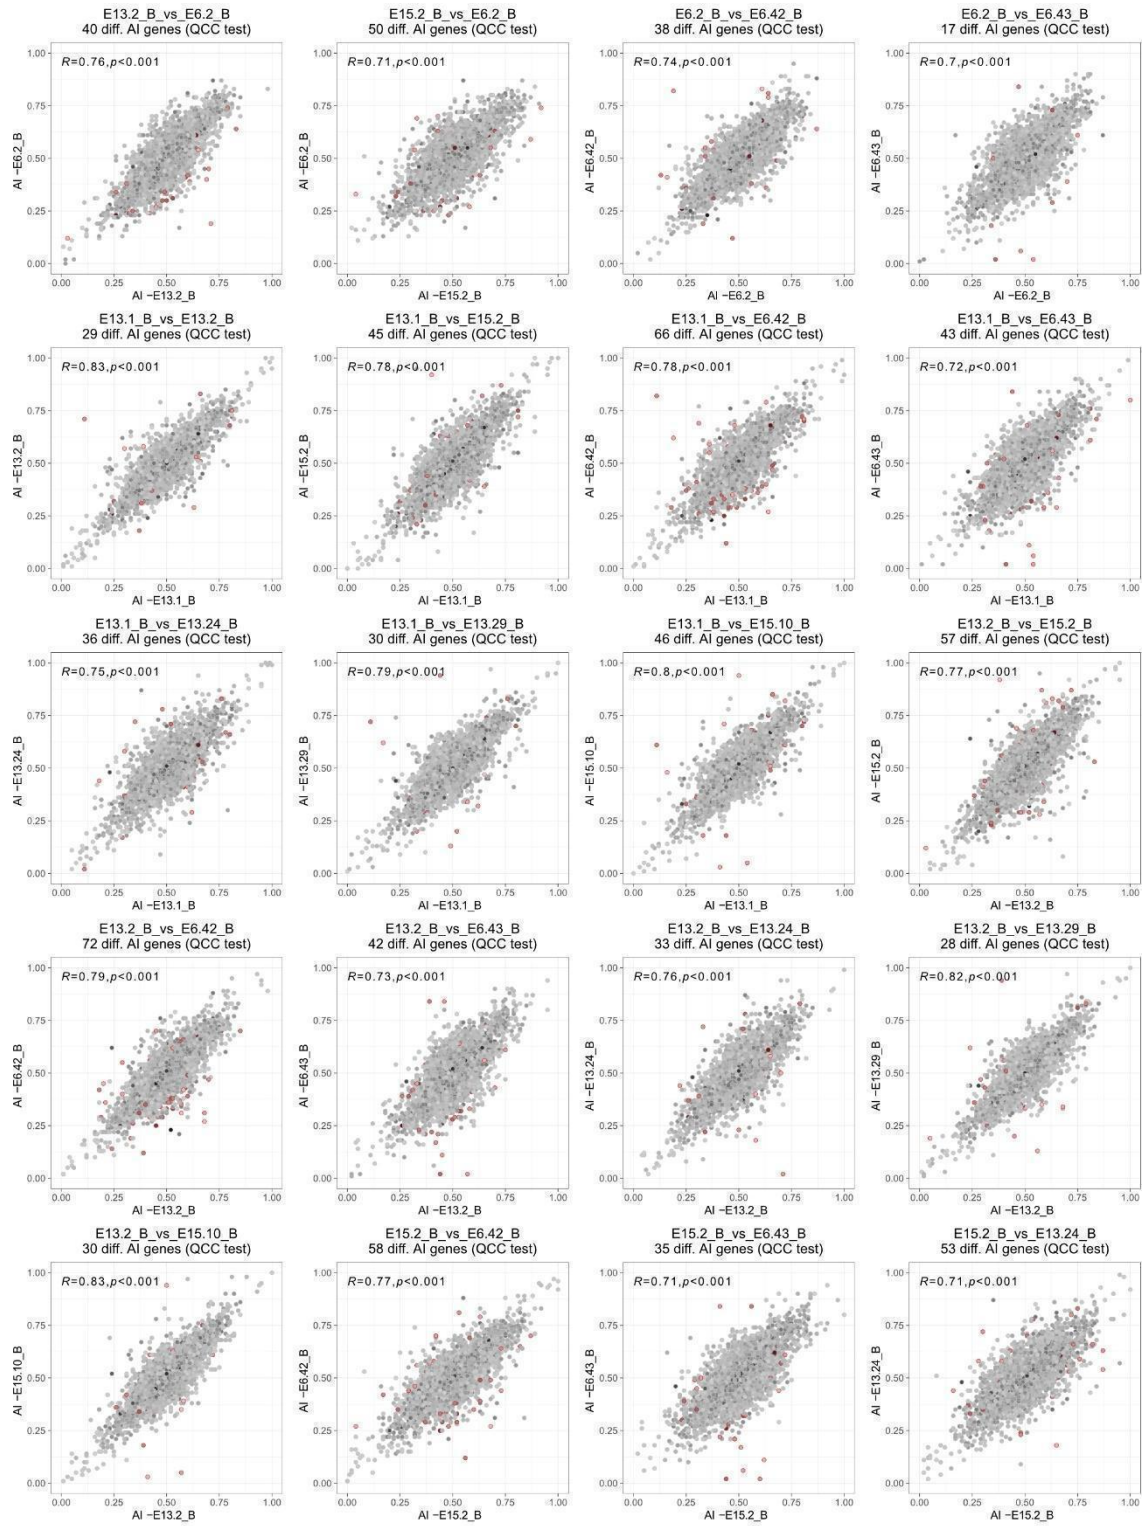

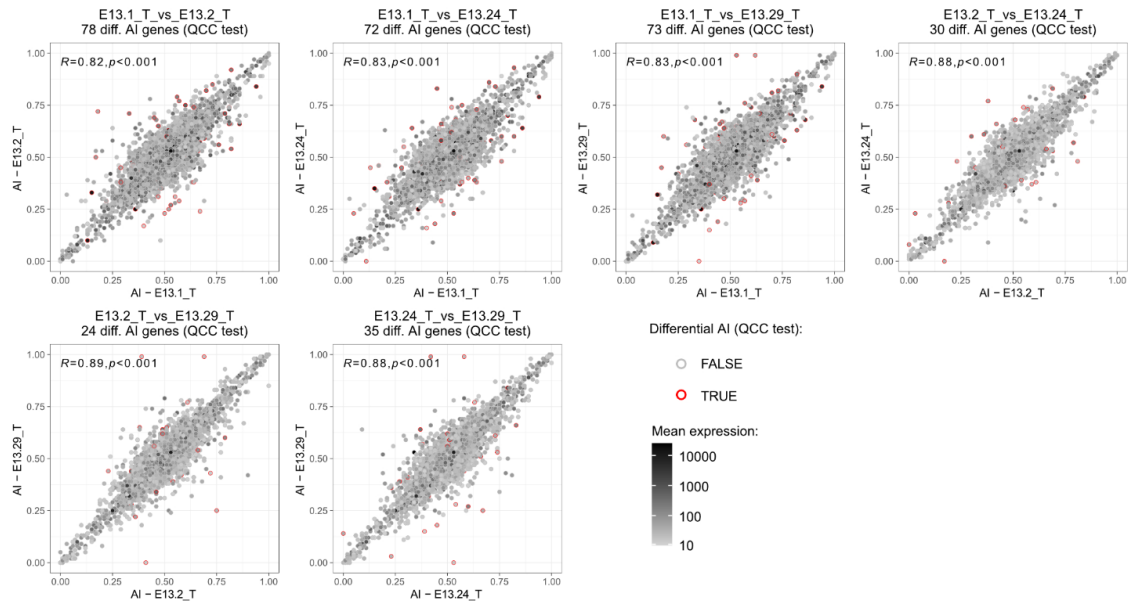

**Supplementary Figure 8.** Pairwise comparisons of AI between animals for B and T cells, with values of Pearson's coefficient correlation and the number of genes with a significant differential AI after applying QCC correction on the binomial tests. Abundance values are TMM-normalized counts.

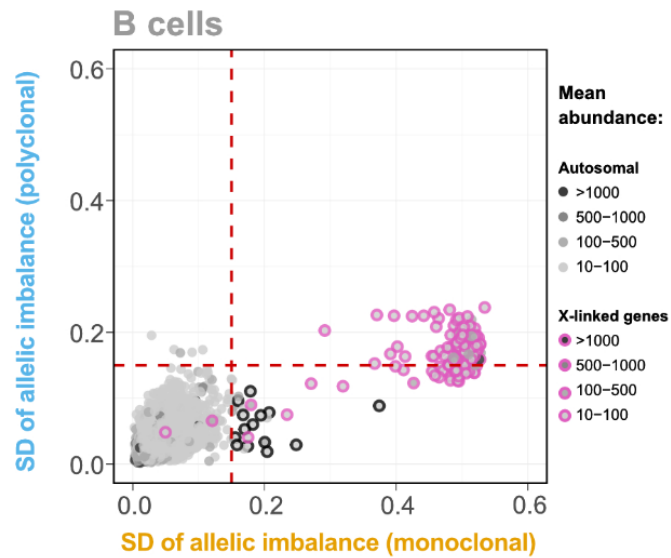

**Supplementary Figure 9.** Dot plot showing the AI standard deviation (SD) of five B-cell monoclonal samples (*x-axis*) against the AI SD of five polyclonal samples (*y-axis*). Dashed vertical and horizontal lines - arbitrarily set at an AI SD of 0.15 - represent the threshold above which genes were considered as potentially intrinsically imbalanced. Dots represent genes, black-circled dots highlight genes with the highest AI variance among monoclonal samples in the autosomes (from Figure 4A), while pink-circled dots denote the X-linked genes (control). In contrast to Figure 4A, here are shown all genes, and not only those statistically significant after QCC correction in at least one pairwise comparison (see **Figure 3** and **Supplementary Figure 8** - grey genes are included, not only the ones with at least one red dot). As in Figure 4A, only genes expressed in all the 10 B-cell samples were kept, and genes with evidence of nonrandom (genetic or imprinted) AI were excluded.

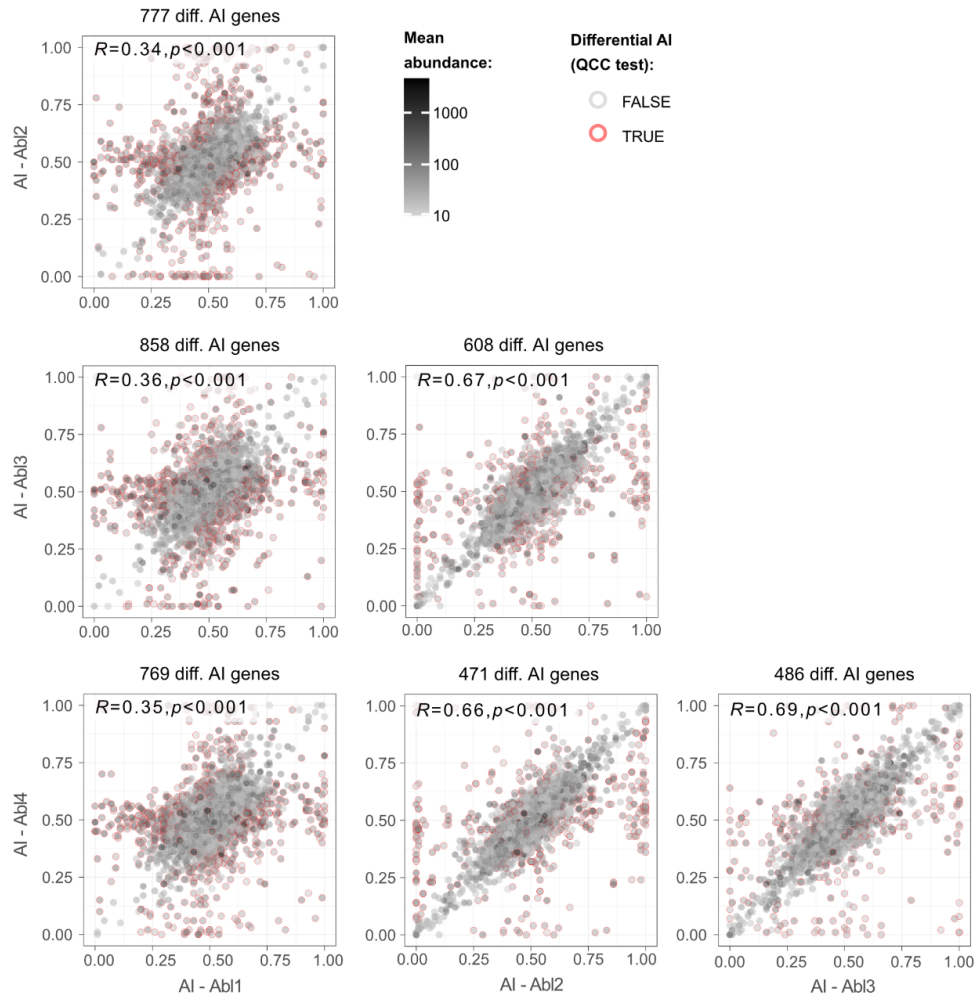

**Supplementary Figure 10.** Pairwise comparisons of AI between Abelson-immortalized B-cell clones, with values of Pearson's coefficient correlation and the number of genes with a significant differential AI after applying QCC correction on the binomial tests. Abundance values are TMM-normalized counts.

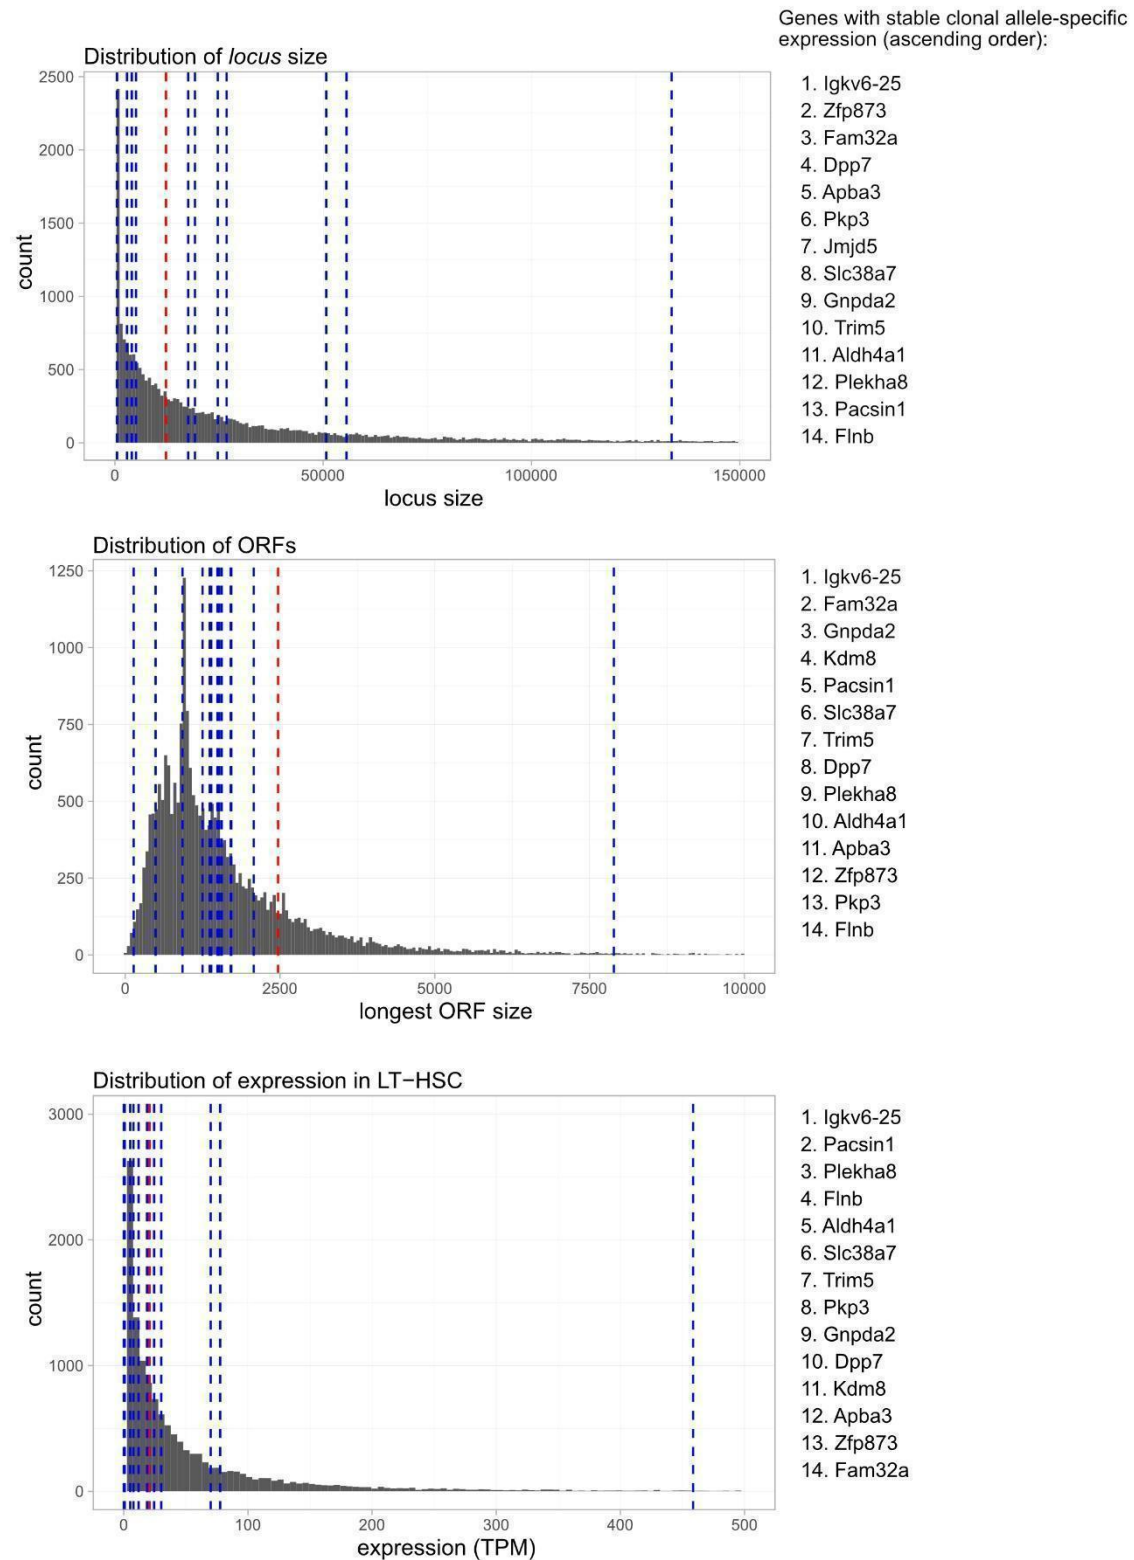

**Supplementary Figure 11.** Location of 14 genes with persistent clone- and allele-specific autosomal transcriptional states across distributions of *locus* size, open reading frame (ORF) size, and expression in long-term hematopoietic stem cells (LT-HSCs), including all protein-coding genes. Gene sizes were obtained from the latest release of the gencode mouse genome annotations downloaded GTF file ([http://ftp.ebi.ac.uk/pub/databases/gencode/Gencode\\_mouse/release\\_M27/gencode.vM27.annotation.gtf.gz](http://ftp.ebi.ac.uk/pub/databases/gencode/Gencode_mouse/release_M27/gencode.vM27.annotation.gtf.gz)) with custom scripts. ORFs were generated from the downloaded gencode transcript

sequences fasta file ([https://ftp.ebi.ac.uk/pub/databases/gencode/Gencode\\_mouse/release\\_M27/gencode.vM27.transcripts.fa.gz](https://ftp.ebi.ac.uk/pub/databases/gencode/Gencode_mouse/release_M27/gencode.vM27.transcripts.fa.gz)) using the orfipy tool (Singh & Wurtele, 2021) with the standard codon table and default parameters. The longest ORF for each gene was plotted for distribution. Expression in LT-HSC was obtained from the Immunological Genome Project (<https://www.immgen.org/>), GEO:GSE109125. *Locus* and expression plots were zoomed-in for more fitting representation. The blue lines correspond to genes with stable allele-specific transcription through HSC differentiation and the red line corresponds to the gene *Pkp3*.

## References

- Andergassen, D., Dotter, C. P., Wenzel, D., Sigl, V., Bammer, P. C., Muckenhuber, M., et al. (2017). Mapping the mouse Allelome reveals tissue-specific regulation of allelic expression. *eLife*, 6, e25125. <https://doi.org/10.7554/eLife.25125>
- Bürglin, T. R., & Affolter, M. (2016). Homeodomain proteins: an update. *Chromosoma*, 125(3), 497-521. <https://doi.org/10.1007/s00412-015-0543-8>
- Druce, M. (2021). The impact of ageing, replication and stress on genome stability in hematopoietic stem cells. Ph.D. dissertation. Ruperto Carola University, Heidelberg, Germany. <https://doi.org/10.11588/heidok.00029501>
- Gennarino, V. A., D'Angelo, G., Dharmalingam, G., Fernandez, S., Russolillo, G., Sanges, R., et al. (2012). Identification of microRNA-regulated gene networks by expression analysis of target genes. *Genome research*, 22(6), 1163–1172. <https://doi.org/10.1101/gr.130435.111>
- Hurst, L. D., Sachenkova, O., Daub, C., Forrest, A. R., & Huminiecki, L. (2014). FANTOM consortium. A simple metric of promoter architecture robustly predicts expression breadth of human genes suggesting that most transcription factors are positive regulators. *Genome Biology*, 15(7), 413. <https://doi.org/10.1186/s13059-014-0413-3>
- Isakova, A., Fehlmann, T., Keller, A., & Quake, S. R. (2020). A mouse tissue atlas of small noncoding RNA. *Proceedings of the National Academy of Sciences of the United States of America*, 117(41), 25634–25645. <https://doi.org/10.1073/pnas.2002277117>
- Li, J., Deng, S. P., Vieira, J., Thomas, J., Costa, V., Tseng, C. S., et al. (2018). RBPMetaDB: a comprehensive annotation of mouse RNA-Seq datasets with perturbations of RNA-binding proteins. *Database: the journal of biological databases and curation*, 2018, bay054. <https://doi.org/10.1093/database/bay054>
- Liu, Y., Pan, C., Kong, D., Luo, J., & Zhang, Z. (2020). A Survey of Regulatory Interactions Among RNA Binding Proteins and MicroRNAs in Cancer. *Frontiers in genetics*, 11, 515094. <https://doi.org/10.3389/fgene.2020.515094>
- Mendelevich, A., Vinogradova, S., Gupta, S., Mironov, A. A., Sunyaev, S. R., and Gimelbrant, A. A. (2021). Replicate sequencing libraries are important for quantification of allelic imbalance. *Nat. Commun.* 12, 3370–3382. <https://doi.org/10.1038/s41467-021-23544-8>
- Ramsköld, D., Wang, E. T., Burge, C. B., & Sandberg R. (2009). An abundance of ubiquitously expressed genes revealed by tissue transcriptome sequence data. *PLoS Computational Biology*, 5(12), e1000598. <https://doi.org/10.1371/journal.pcbi.1000598>
- Singh, U., & Wurtele, E. S. (2021). orfipy: a fast and flexible tool for extracting ORFs. *Bioinformatics*, 37(18), 3019–3020. <https://doi.org/10.1093/bioinformatics/btab090>
- Stewart, A. J., Hannenhalli, S., & Plotkin, J. B. (2012). Why transcription factor binding sites are ten nucleotides long. *Genetics*, 192(3), 973-85. <https://doi.org/10.1534/genetics.112.143370>

Tucci, V., Isles, A. R., Kelsey, G., Ferguson-Smith, A. C., Bartolomei, M. S., Benvenisty, N., et al. (2019). Genomic Imprinting and Physiological Processes in Mammals. *Cell* 176, 952–965. <https://doi.org/10.1016/j.cell.2019.01.043>.

Zhou, Q., Liu, M., Xia, X., Gong, T., Feng, J., Liu, W., et al. (2017). A mouse tissue transcription factor atlas. *Nature Communications*, 8, 15089. <https://doi.org/10.1038/ncomms15089>

Zhou, Q., Wan, Q., Jiang, Y., Liu, J., Qiang, L., & Sun, L. (2020). A Landscape of Murine Long Non-Coding RNAs Reveals the Leading Transcriptome Alterations in Adipose Tissue during Aging. *Cell reports*, 31(8), 107694. <https://doi.org/10.1016/j.celrep.2020.107694>

How the deposited data were processed for this re-analysis (not part of the article)

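Whole-exome libraries of 3 recipient animals were used, 1 per animal: B cell DNA of the polyclonal animal E6.2 and CD4+CD8− T cell DNA of the monoclonal animals E6.43 and E15.10. E6.2 and E6.43 share donor animal 6, and E15.10 has donor animal 15. The monoclonal T cell libraries come from different animals and donors and are reported singly. The only polyclonal library is of B cells, so clonality cannot be separated from cell type, no test between monoclonal and polyclonal animals was made, and no result has a replicate error. The labels and the paper differ on the tissue of the E6.2 B cells, and no result uses the tissue.

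The authors aligned the reads, assigned them to the B6 (maternal) or the CAST (paternal) allele with the ASEReadCounter* pipeline and deposited, for each library, the counts of each allele per gene, the number of SNPs of the gene and the position and counts of each SNP. The gene counts were checked to be the sums of the SNP counts. Settings of this pipeline are stated for the RNA-seq reads: STAR against the B6 reference and an imputed CAST genome, uniquely aligned reads, allele counts over SNPs with samtools mpileup, and gene models of the GRCm38 annotation with collapsed exons and without regions shared by several genes. Which settings were used for the exome reads is not named in the paper's text. Alignment in favour of the reference allele would raise AI, and reads that align in several places would be lost at pseudogenes and gene families. Duplicate reads are not described for the exome data. A table of the whole series, also deposited, gives for genes with at least 90 counts the counts, the fraction AI with the limits of its interval, the p-value of a binomial test and the call made from it. From this table the deposited counts and the fraction AI were used as an alternative, and the authors' deposited p-value and calls (another kind of value, true or false) were not used. Its totals were equal to those of the library files for each gene listed. Columns that belong to no library and were used numbered 0.

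AI was computed as maternal over total counts. Genes with at least 10 counts were kept and AI under 0.25 or over 0.75 was read as the LOH range, both from the paper's methods, and 0.4 to 0.6 as balanced, from Fig. 4D. Gene positions and names came from GENCODE release 21 for GRCm38, in which 29309 of the 30212 listed genes were found, 29305 of them on the chromosome the files give. One named gene, ENSMUSG00000051480, had no symbol there. Published RNA values were taken from Supplementary Tables 2 and 4 of the paper. The depths were 19471576, 13036005 and 10863972 allelic counts in E6.2, E6.43 and E15.10. Wilson intervals at 95% confidence were computed from these counts; since neighbouring SNPs share reads, they are too narrow for genes, and alternatives with overdispersion or with SNPs at least 300 bp apart were computed beside them. The latter keep 51.0%, 51.5% and 52.2% of the counts, at 110009 SNPs chosen by coverage.

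The tests were an exact binomial test of each of the 14 genes against the library median, Fisher's exact test between libraries, both two-sided with Benjamini-Hochberg adjustment, and the percentile of a list among 10000 random lists of the same size, drawn for each gene from the 200 genes nearest in counts. Random lists were also drawn from the 42 comparison genes of each library in Supplementary Table 2 for the difference between DNA and RNA, and are not reported, since the choice of both groups of genes by RNA largely fixes the outcome. Runs of LOH were sought with a running median of 9 genes over chromosomes, in each library on its own. The overdispersion of the beta-binomial model was estimated in each library from autosomal genes with at least 50 counts. The rule for genes named in the text comprised the 14 genes of Fig. 4B, *Ptprc* and *Xist*, the first, last and 5 best covered genes of the longest run of E6, the first and last genes of other runs of at least 9 genes, up to 3 best covered genes per library in the LOH range in that library alone, and genes the paper names. For the genes of single libraries, best covered was read as most counts in that library, and for the run as most counts over all libraries; for the former, the total over libraries would have put *Olfr617* and *Olfr25* in place of *Gm6166* and *Gm4294*, and both lists were seen. *Rps6-ps4*, *Gm15710* and *Gm10717* were named after their values were seen. These tests, the named genes and their alternatives were fixed before the data were examined, except for those that follow.

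Chosen after the data were seen were the use of SNPs at least 300 bp apart, the scan of single SNPs with at least 20 counts, the counts of neighbouring SNPs within 75 bp, the residual B6 share at SNPs chosen by AI and at all SNPs of the run, with its bootstrap over genes (2000 draws), the comparison of the run with paternal counts elsewhere, and 11 corrections of the run's counts for GC content. These corrections used bins, linear fits of the log ratio, boosted trees or binomial fits of the counts, with GC content within 150 bp of a SNP, with windows of 4 kb or 40 kb added, or with windows of 7 sizes. Each fit left out the chromosome it was applied to. The 4 binomial fits were added after a first simulation, which drew SNP counts with an assumed dispersion, returned poor values for a linear fit; the simulation was then rebuilt by splitting the real totals of each SNP between libraries.

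The calculations were tested on simulated data. For genes, counts were drawn for the real genes at the real depths, with 200 genes of at least 50 counts changed to an AI of 0.1. The LOH range then held 200, 200 and 199 of the changed genes, and 71, 107 and 145 unchanged genes, in 22554, 22321 and 21977 simulated genes of E6.2, E6.43 and E15.10. An AI that far from the limit passes nearly by construction, so this checks the calculation and not how well partial LOH or LOH in genes of few counts is found. A simulated run of 60 genes was found with 60 genes in each library. The overdispersion of 0.015 was estimated as 0.0147, 0.0148 and 0.0148, without the limits on AI that were used for the real libraries. An unadjusted p under 0.05 was given to 47.4%, 42.9% and 36.9% of unchanged genes by the binomial test, which takes counts as independent, and to 4.76%, 4.57% and 4.36% by the beta-binomial test. For the counts of the run, simulated at 963 SNPs of E6.43 with true ratios of 0.5 and 1, the plain share returned 0.370 and 0.726, the binomial fit within 150 bp 0.393 and 0.778, and the binomial fit at 7 sizes 0.500 and 0.992. The simulated GC trend had the form of the last fit, which favours it. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9. The paper's bootstrap on RNA was not repeated, since the RNA libraries were not analysed here, and no passage was written on results that rest on RNA alone. The single values of 1 of the 14 genes are not reported here, and it is counted in the numbers over the list.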

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

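The scan of single SNPs and each test of the segments on chromosomes 9, 12 and 15 and of the residual B6 allele were chosen only after the result was seen.

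Outside the chromosome 7 run, both E6 libraries lacked the B6 allele at SNPs where E15.10 has both alleles, a signal in SNPs the paper does not report on. Of 142064 SNPs with at least 20 counts in all 3 libraries, 1355 had an AI under 0.1 in E6.2 and E6.43 and between 0.25 and 0.75 in E15.10. The run held 720 of these and 635 lay elsewhere. Most of the latter fell in 4 autosomal segments: chromosome 9 from 35047364 to 48901001 and from 56127565 to 66713763, chromosome 12 from 98234285 to 104871099 and chromosome 15 from 74621155 to 82778831 (GRCm38). In these segments 601 of 4167 SNPs lacked the allele. In E15.10, 27 SNPs lacked the B6 allele and 104 the CAST allele (AI over 0.9) with both alleles in the E6 libraries. Both E6 libraries lacked the CAST allele at 17 SNPs, and the B6 allele was missing at 2 SNPs in E6.2 alone and at 9 in E6.43 alone. Loss of the B6 copy of the segments would remove the allele from nearly all their SNPs, as in the run on chromosome 7 (98.4% of 738 SNPs), but 14.4% lacked it, and the counts relative to E15.10, with a GC fit, were 0.980 to 1.08. Alignment to paralogs that varies between libraries would remove the B6 allele in E15.10 about as often, and the 27 SNPs of that library over the whole genome, against the 635 of the E6 libraries outside the run, argue against it as the whole source. A candidate explanation is a maternal haplotype of donor animal 6 that differs from the B6 reference at part of the SNPs. Such a haplotype leaves SNPs with either no B6 allele or a balanced AI, and in E6.43 637 SNPs had an AI of at most 0.05, 29 between 0.05 and 0.25, 3366 between 0.25 and 0.75 and 135 above. The share was uneven, with 55.6% of 45 SNPs around *Olfr978* to *Zfp202* and 56.1% of 41 SNPs around *Tbc1d21* to *Tmem202* on chromosome 9. Of the 300 genes in the LOH range in both E6 libraries alone, 97 lie on chromosomes 9, 12 and 15. The paper states that the C57BL/6J and CAST/EiJ lines came from a supplier and that the animals were bred in its own facility. The genotype of the mothers was not analysed here, so this remains a hypothesis, and a somatic event in the donor that spares most SNPs was not tested.

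A small share of B6 counts remained in the run in E6.2, which is also not reported in the paper. At 699 SNPs of the run with an AI of at most 0.02 in E6.43, B6 counts were 2.45% in E6.2 (bootstrap interval 2.24 to 2.65). Errors of sequencing or alignment would give about the same share in both E6 libraries. At all 732 SNPs of the run with at least 20 counts in all 3 libraries, with no choice by AI, B6 counts were 3.20% in E6.2 (2.40 to 4.16) and 0.966% in E6.43 (0.213 to 1.95), which argues against errors as the whole source. Donor HSCs without the event on chromosome 7 would leave B6 counts in the run alone, but the SNPs without the B6 allele on chromosomes 9, 12 and 15 had 2.50% in E6.2 (2.25 to 2.83). Cells of another F1 animal would add B6 counts in all these places, and 5.01% of such cells would give this share. With 1 copy of the run left in donor cells, the B6 share in the run would be 1.90 times that of the other segments, and with 2 copies the ratio would be 1. The ratio was 0.980 (bootstrap interval 0.837 to 1.12) in E6.2, which argues against 1 copy and is consistent with F1 cells beside donor cells with 2 copies. This reading takes for granted that all donor cells lack the B6 allele in the other segments. In E6.43 the ratio was 1.01 (0.511 to 1.79), under the 1.99 that 1 copy would give there, but these SNPs were chosen by their low B6 share in that library. Recipients in the paper are F1 animals, so recipient cells in the sorted population may be the source. The paper reports small shares of recipient cells in its sorted RNA samples, from Ly5 SNPs, of the same order as the 5.01% here. Its text gives no such estimate for the exome samples. DNA carried over in the laboratory could give the same values, and neither source was tested here. The libraries differ in cell type, number of HSCs and depth, and with 1 library each no biological explanation can be separated from these.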

How the results depend on the processing

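SNPs at least 300 bp apart and the corrections for GC content were chosen only after the results were seen. In all, 22 results were computed under 131 alternative settings, of which 81 stayed within the counting interval of the value or within 1.5 times of a count and 50 were counted as moved. The GC-corrected counts of the chromosome 7 run were all counted as moved without such a limit. They lay within 1.5 times of the uncorrected value. No paired analysis was possible with 1 library of a polyclonal animal.

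Genes of the list in the LOH range numbered 0 in each library under the settings for count minimum, centring of AI, the series table, SNP medians and SNPs at least 300 bp apart, and with limits of 0.3 and 0.7. Since the paper's analysis leaves out genes with LOH in the same exome data, these settings are not independent support. These settings left between 12 and 14 genes of the list to test, and at most 13 in E6.43. With limits of 0.4 and 0.6 they were 1 in E6.2 and 2 in E6.43. Counting any gene whose interval reaches the range gave 1 in E6.2 and 1 in E15.10, *Zfp873* in both, whose 20 and 10 counts set the width of its interval. Of single gene values, 23 of 41 stayed in their interval after centring, 29 of 40 as the median of SNPs and 36 of 41 with SNPs at least 300 bp apart, and none of them left 0.25 to 0.75. Numbers of genes in the balanced range did not move by over 1.5 times.

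Autosomal genes in the LOH range fell with the count minimum, to 761 in E6.2, 686 in E6.43 and 438 in E15.10 at 90 counts and to 604 in E15.10 at 50 counts. Requiring the whole interval gave 793, 776 and 506. Limits of 0.3 and 0.7 gave 1860 in E15.10. The steeper fall in E15.10, the library of lowest depth, goes with its larger share from sampling.

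Tests of the 14 genes depended on how the counts were taken to vary. Against the library median, 7, 7 and 4 genes passed by the binomial test, 0, 0 and 0 by the beta-binomial test, and 4, 1 and 1 with SNPs at least 300 bp apart. With 0.5 as reference, 4 passed in E6.43 and 9 in E15.10. Between E6.43 and E6.2, 0 genes differed with shrunk counts and 1 with SNPs at least 300 bp apart; between E15.10 and E6.2, 0 and 0. The SNP setting lowers the counts by construction, and it also removes reads counted more than once. Shrunk counts and the beta-binomial test leave little power for differences as small as those of the list.

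The mean absolute difference between DNA and RNA was 0.0667 in E6.2 with 0.5 in place of the DNA value. It was 0.252 in E6.43 without *Igkv6-25*, 0.207 without *Apba3*, and 0.189 in E15.10 without *Apba3*. The cause was not tested for the first of these.

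The number of genes in the chromosome 7 run did not move by over 1.5 times. Its counts relative to E15.10 depended on the correction for GC content, for reasons that were not tested beyond the scale of GC. Without correction they were 0.602 in E6.2 and 0.624 in E6.43. With GC content within 150 bp of a SNP they were 0.653 and 0.670 by bins, 0.653 and 0.666 by the linear fit, 0.651 and 0.668 by boosted trees and 0.653 and 0.669 by the binomial fit. Adding 4 kb gave 0.748 and 0.757 by the linear and 0.778 and 0.779 by the binomial fit, and adding 40 kb gave 0.851 and 0.830, and 0.863 and 0.850. With 7 window sizes they were 0.850 and 0.834 by the linear fit, 0.853 and 0.835 by boosted trees and 0.865 and 0.853 by the binomial fit. Depth limits the results most for *Zfp873* and for genes of few counts in E15.10.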

Differences from the paper's values

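The corrections for GC content in this part were chosen only after the result was seen. The numbers of listed genes with DNA values match those of the paper, and no value differed from the paper's by more than 1.5 times. The mean absolute difference between DNA and RNA AI of the listed genes was 0.0972 in E6.2, 0.231 in E6.43 and 0.214 in E15.10, and the paper shows about 0.11, about 0.22 and about 0.21 in Fig. 4E, read by eye. The values here rest on 9, 12 and 13 genes with published RNA values, fewer than the paper used. In E6.2 the value with 0.5 in place of the DNA AI, 0.0667, was lower than the paper's by more than 1.5 times.

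The paper states that all samples of E6 carry the same large deletion. The run on chromosome 7 was found in both E6 libraries. Its counts relative to E15.10 lay between 0.602 and 0.865 in E6.2 and between 0.624 and 0.853 in E6.43 over 12 settings. The uncorrected values lie in the range that paternal counts alone give elsewhere and also in that of doubled paternal counts. Values corrected for GC content, by fits chosen after the values were seen, lie at or above the upper end for paternal counts alone. Those with windows of 150 bp, or with 4 kb added, lie under the range of doubled paternal counts.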

Other observations

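The tests of SNP density over all genes, of the copy number of the chromosome 7 run, of sampling noise and of a swap of libraries were chosen only after the result was seen; the test of SNP density in *Ptprc* was chosen after the AI of the gene and the trend over all genes were seen, but before its SNPs were divided by their neighbours.

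Whether the chromosome 7 run of donor 6 is a deletion of 1 copy or holds 2 paternal copies is not settled by its counts. Each GC correction put the run at or above the upper end for 1 copy in both libraries. The uncorrected values lie in the ranges of both, and the values of some corrected settings lie between these ranges. For E6.43, the binomial fit at 7 window sizes gave 0.853 relative to E15.10, above the 0.412 to 0.536 that paternal counts alone gave elsewhere and within the 0.823 to 1.07 of doubled paternal counts. With GC content within 150 bp of a SNP it gave 0.669, above the upper end for 1 copy (0.645) and under the lower end for doubled paternal counts (0.722). Without correction, 17.8% of stretches with 1 copy had a higher value in E6.43 and 23.2% in E6.2, and 7.03% and 7.57% of those with doubled paternal counts had a lower one. The X chromosome, of which these female cells hold as many copies in each animal, was at 1.10 with GC content within 150 bp and at 0.900 with 7 sizes in E6.43. With windows of 4 kb added it was closer to 1, at 1.02 by either fit. The run was then at 0.779 by the binomial fit, above the 0.398 to 0.543 of 1 copy and under the 0.797 to 1.09 of doubled paternal counts, and at 0.757 by the linear fit, also between the ranges. Of stretches with 1 copy, 0.541% had a higher value under the binomial fit, and of those with doubled paternal counts 2.70% had a lower one. The SNPs of the run have a median GC content of 52.8% within 150 bp and 48.6% in windows of 40 kb, against 50.2% and 44.7% for other autosomal SNPs. The ratio of residual B6 counts in E6.2, 0.980, favours 2 copies if these counts come from F1 cells. Copy-neutral LOH is a hypothesis that may be weighed beside the deletion the paper states. A maternal haplotype of donor animal 6 with CAST alleles throughout the run would also leave 2 copies without the B6 allele, and without any loss. It was not tested, since the genotype of the mothers was not analysed here. Maternal counts in the run were 3.30% in E6.2, with 50 HSCs, and 0.942% in E6.43, with 1 HSC. Both animals thus share the state, which does not separate an inherited haplotype from a loss in the donor.

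*Ptprc*, on chromosome 1 from 138062861 to 138175708 (GRCm38), encodes the Ly5 antigen by which donor and recipient cells are told apart. It had an AI of 0.741 in E6.2, 0.774 in E6.43 and 0.85 in E15.10, the last from 200 counts. Reads that cover many SNPs could align less well with the CAST allele. SNPs of the gene with at most 2 others within 75 bp had an AI of 0.561 in E6.2 (1037 counts), 0.648 in E6.43 (625 counts) and 0.729 in E15.10 (96 counts), and SNPs with 3 or more had 0.907, 0.910 and 0.962. The excess thus lies mostly in dense SNPs in E6.2, and part of it remains at sparse SNPs in E6.43 and E15.10. *Xist* had 0 counts in all 3 libraries.

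The median AI above 0.5 in all 3 libraries may have the same source. The median of single SNPs rose from 0.530 without neighbours to 0.585 with 6 or more in E6.2, a rise of 0.0552, from 0.531 to 0.595 in E6.43 and from 0.527 to 0.588 in E15.10. The excess at SNPs without neighbours was not explained by this.

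Sampling noise accounts for 5.61% of the genes in the LOH range in E6.2, 8.50% in E6.43 and 13.3% in E15.10. Its overdispersion was estimated from genes outside that range, so a low share is partly set by the choice. Counting error alone, without overdispersion, gives 32.2 of 1199, 44.8 of 1242 and 63.2 of 1151 genes. Independent counting is thus not the whole reason for these genes. Runs of at least 9 such genes numbered 6, 5 and 5. Apart from those on chromosomes 7 and 9, they lie in gene families: T cell receptor alpha segments (*Trav5n-4* to *Trav11* in E6.2) and *Gm3327* to *Gm16439* on chromosome 14, immunoglobulin segments (*Ighv1-62-2* to *Ighv8-12*) on chromosome 12 and zinc finger genes (*Zfp991* to *Zfp979*) on chromosome 4. In E6.43 they were *Trav13d-1* to ENSMUSG00000096662, *Ighv1-59* to *Ighv8-12* and *Gm13158* to *Gm13136*, and in E15.10 *Gm13140* to *Gm13136*, *Gm13222* to *Gm13170*, *Trav13n-3* to *Trav12-1*, *Trav11d* to *Trav9n-1* and *Ighv8-9* to ENSMUSG00000057610. Reads shared between members of these families were not tested as the reason.

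A swap of the B and T cell libraries is argued against by the 136 counts of *Trdd1* in the library labelled as B cells, against 4 and 1 in the others, and by the opposite order of heavy chain diversity segments. A difference in tissue or capture between the libraries stays open for the smaller differences between receptor segments.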
